# Global transcriptome profiling of wild soybean (*Glycine soja*) roots under NaHCO_3 _treatment

**DOI:** 10.1186/1471-2229-10-153

**Published:** 2010-07-26

**Authors:** Ying Ge, Yong Li, Yan-Ming Zhu, Xi Bai, De-Kang Lv, Dianjing Guo, Wei Ji, Hua Cai

## Abstract

**Background:**

Plant roots are the primary site of perception and injury for saline-alkaline stress. The current knowledge of saline-alkaline stress transcriptome is mostly focused on saline (NaCl) stress and only limited information on alkaline (NaHCO_3_) stress is available.

**Results:**

Using Affymetrix^® ^Soybean GeneChip^®^, we conducted transcriptional profiling on *Glycine soja *roots subjected to 50 mmol/L NaHCO_3 _treatment. In a total of 7088 probe sets, 3307 were up-regulated and 5720 were down-regulated at various time points. The number of significantly stress regulated genes increased dramatically after 3 h stress treatment and peaked at 6 h. GO enrichment test revealed that most of the differentially expressed genes were involved in signal transduction, energy, transcription, secondary metabolism, transporter, disease and defence response. We also detected 11 microRNAs regulated by NaHCO_3 _stress.

**Conclusions:**

This is the first comprehensive wild soybean root transcriptome analysis under alkaline stress. These analyses have identified an inventory of genes with altered expression regulated by alkaline stress. The data extend the current understanding of wild soybean alkali stress response by providing a set of robustly selected, differentially expressed genes for further investigation.

## Background

Soil salinity-alkalinity is one of the major environmental challenges limiting crop productivity globally. For example, the western Songnen Plain of China, which has 3.73 million ha of sodic land, is one of the three major contiguous sodic soil regions in the world. Understanding the molecular basis of plant response under saline-alkaline conditions will facilitate biotechnology efforts to breed crop plants with enhanced tolerance to high saline-alkaline. Root is an important organ for carrying water and mineral nutrients to the rest of the plant. As the primary site of perception and injury for salinity and alkaline stress, roots provide an ideal target for study of the molecular mechanism underlying plant saline-alkaline stress tolerance and adaptation [1].

Soybean is rich in nutraceutical compounds, e.g., isoflavone and saponins. Its high symbiotic nitrogen fixing capacity (100 Kg/ha/year; FAO data 1984) helps to replenish soil nitrogen. Therefore, soybean is an ideal crop for crop rotation and intercropping. Wild soybean exhibits much higher adaptability to suboptimal (i.e. stressful) natural environment compared to the cultivated soybean. The wild soybean (*Glycine soja*) line used in this study can germinate and set seed in the sodic soil at pH9.02 and survive in the nutrient solution with 50 mmol/L NaHCO_3_. The physiological stress response of wild soybean has been described previously [2]. The obvious advantage of wild soybean over other extremophile model plants is that it can be directly compared with soybean cultivar to generate useful information for elucidation of plant stress tolerance and adaptation.

High throughput technologies, such as microarray, have been used to examine the gene expression patterns under various environmental cues in *Arabidopsis *[1,3-5], rice [6], wheat [7,8], grape [9] and soybean [10]. Although studies on plant sodic stress has been conducted in perennial plant *Leymus chinensis *[11], *Puccinellia tenuiora *[12,13], *Limonium bicolor *[14] and *Tamarix hispida *[15] using cDNA array, the dynamic expression change under sodic stress is not yet available. Currently, commercialization microarrays are only available for a small number of species. Therefore, hybridization using a microarray for a closely related species was used and has demonstrated feasible, without discernible loss of information [16]. Ji has demonstrated that feasible to investigate the wild soybean's gene expression profile using the Affymetrix^® ^Soybean Genome Genechip^® ^based on the high similarity between the two allied species by comparison between the EST sequences of *Glycine soja *and *Glycine max *[17].

In the present study, we analyzed the transcriptome changes in *Glycine soja *roots under NaHCO_3 _treatments using Affymetrix^® ^Soybean Genome Array. Our objectives were threefold: (1) to identify genes regulated by alkaline stress, (2) to identify genes co-regulated in a similar pattern and their dynamic change over the course of stress treatment, and (3) to identify the expression feature of gene family and their function category.

## Results and Discussion

### Transcriptome profiling data

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [18] and are accessible through GEO Series accession number GSE17883.

The assessment of duplicated microarray experiments using correlation analysis was shown in Additional file 1. 

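Root tips of wild soybean (Glycine soja), taken from the 3 cm apex and pooled from 3 plants per sample, were hybridized to the Affymetrix GeneChip Soybean Genome Array, a chip designed on cultivated soybean (Glycine max) that also carries probe sets of the soybean pathogens Phytophthora sojae and Heterodera glycines. There were 14 arrays, 2 biological replicates at each time, from roots without stress (0 h) and roots held for 0.5, 1, 3, 6, 12 or 24 h in 50 mmol/L NaHCO3 at pH 8.5. The 2 arrays at 0 h were the unstressed control of every comparison, and no array of unstressed roots from a later hour was analysed here. Changes at other hours of the day may therefore hold effects of time of day. The paper gives 16 h of light per day and seedlings of 19 days after sowing, whereas the sample labels give 12 h of light and an age of 21 days. The authors computed the deposited values with the perfect-match model of dChip, as intensities on a linear scale. They had scaled 1 array of each time point to the median probe intensity of all 14 arrays and fitted the other array of that time point to it by an invariant set, so the arrays of different time points share only that median level. The median deposited intensity per array lay between 13.7 and 17.4. From there, intensities under 1 were raised to 1 and log2 was taken. Each time point was compared with 0 h by limma, with the spread pooled over all 14 arrays (7 residual degrees of freedom). A probe set was called higher or lower at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.15, the limits of the methods, where the methods use a two-sample t-test and a q value. Changes are given as log2 differences of the means of 2 arrays from those at 0 h unless another time is named, with the standard error (SE) of that fit, and the small number of arrays limits their precision. The median SE of a log2 change over all probe sets tested was 0.236. Each SE comes from the spread within time points, so technical differences between time points do not enter it. Gene symbols come from the annotation of the array, and other descriptions come from the tables of the study, many of them the closest match in another species. Several probe sets can measure 1 gene.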

The Pearson coefficients ranged from 0.953 to 0.993. 

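The replicate correlation over all probe sets on the deposited scale was 0.975 at 0 h, 0.953 at 0.5 h, 0.973 at 1 h, 0.98 at 3 h, 0.993 at 6 h, 0.969 at 12 h and 0.974 at 24 h (Pearson's r across probe sets, which are not independent replicates). On the log2 scale over the probe sets tested, the pair at 12 h had the lowest value, 0.931, and the pair at 6 h the highest, 0.984. The median SD between the 2 arrays of a time point was likewise largest at 12 h (0.222 on the log2 scale) and smallest at 6 h (0.11). The bacterial transcripts spiked into every hybridization, which should be equally bright on each array, had a mean log2 value of 9.26 on 0.5 h replicate 1 and 9.09 on 12 h replicate 2. On the other arrays the mean lay between 9.92 and 10.51. The 18S ribosomal RNA probe set was also lowest on these arrays, at 6.88 on 0.5 h replicate 1 and 6.57 on 12 h replicate 2, against 7.09 to 11.24 elsewhere. It also differed between times, with 8.54 and 8.04 at 0 h, 10.01 and 10.54 at 3 h, and 11.24 and 11.08 at 6 h, a rise whose cause was not tested.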

A total of 23849 probe sets were considered Present, among which 23741 showing consistent expression patterns in the replicates (0 < median (SD/mean) < 0.5) were used in the following analysis.

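Absent and Present calls were not used here. Background was taken instead from the 23350 probe sets of Phytophthora sojae and Heterodera glycines, whose RNA should not be in these roots. Of these, 95% had a mean log2 value of 3.91 or less over the 14 arrays, an intensity of 15.1. Of the 37594 soybean probe sets, 28727 lay above that level, and the study's limit on the SD/mean of replicates removed 160 of them. The remaining 28567 probe sets were tested, among them gapdh, the reference gene of the QRT-PCR. The share of soybean probe sets above background ranged from 75.7 to 78% per array.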

### Validation of microarray data by real-time quantitative PCR

The real-time quantitative PCR (QRT-PCR) expressions of 16 candidate genes relative to a reference gene, gapdh, were compared with microarray expression in Figure 1. Although the magnitude of the transcript abundance varied between the microarray and QRT-PCR, the patterns were similar. This indicates that the cross-species hybridization obtains real expression values of *Glycine soja*'s genes.

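On the arrays, 7 of the 16 probe sets were higher and 5 lower at 3 h, and 2 were higher and 10 lower at 12 h. Because the study took these genes from its own results on these arrays, the counts are not independent evidence of direction. WRKY41, a transcription factor of the WRKY family, rose by 2.09 on the log2 scale at 0.5 h and by 1.06 at 3 h and fell by 2.64 at 24 h (SE 0.25, n = 2 arrays per time). The expansin ATEXPA10, of a family that loosens cell walls, did not move at 0.5 h (-0.09) and rose from 1 h (1.89) to 6 h (2.70, 6.49-fold, SE 0.18). TT7, the flavonoid 3'-hydroxylase, rose by 1.57 at 6 h and fell by 1.13 at 24 h (SE 0.20). The NADP-malic enzyme ATNADP-ME2 followed the same course, with 1.54 at 6 h and -1.69 at 24 h (SE 0.31). CPK32, a calcium-dependent protein kinase, rose at 0.5 h (0.92) and fell at 12 h (-0.66) and 24 h (-1.27, SE 0.14). An HDZip I protein gene, of the homeodomain-leucine zipper class, fell by 1.87 at 6 h (SE 0.20), and a gene like No apical meristem (NAM) was lower at all 6 stress times, most at 12 h (-1.93, SE 0.18). BZIP77 fell at 3 h (-0.86) and rose at 24 h (0.64, SE 0.15). Adjusted p from limma was 0.000334 for WRKY41 at 24 h, 0.00019 for ATEXPA10 at 6 h, 0.00238 for TT7 at 6 h and 0.00102 for the HDZip gene at 6 h. The call of WRKY41 at 3 h was lost without 0 h replicate 1 or either array at 3 h. The QRT-PCR values were not analysed here. From the likeness of both sets of patterns, the paper concludes that hybridization of Glycine soja RNA to this array gives real expression values.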

**Figure 1:**
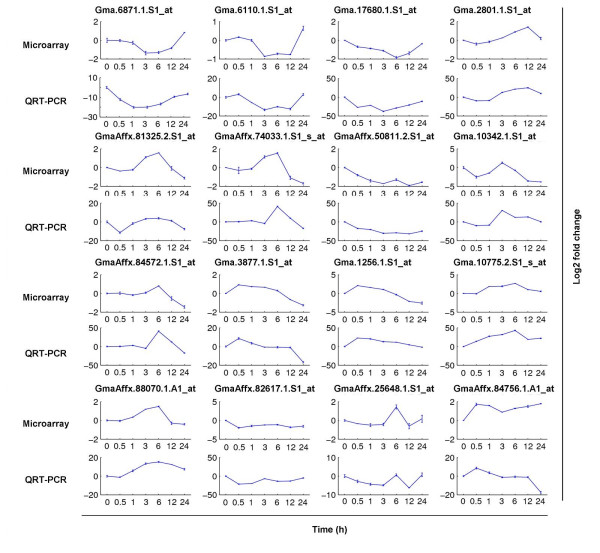
**Validation of microarray expression with QRT-PCR**. Genes were randomly selected from our findings. The x-axis represents hours of stress. The y-axis is log2 fold change.

### Identification of genes differentially expressed throughout the NaHCO_3 _stress

A total of 7088 probe sets were differentially expressed in roots under saline-alkaline stress (P < 0.05, q < 0.15) (Additional file 2) and their distribution at each time point was illustrated in Figure 2. 

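Among the genes changed at most times was a gene described as pathogenesis-related transcriptional factor and ERF, which was lower at all 6 stress times, -4.59 on the log2 scale at 0.5 h and -5.56 at 12 h (SE 0.50, n = 2 arrays per time; adjusted p from limma 0.00579 and 0.000183). A pathogenesis-related thaumatin gene fell by 2.9 at 3 h (SE 0.32, adjusted p = 0.00637). CLV1A, which encodes a receptor-like kinase, rose to 4.79-fold at 3 h and 5.43-fold at 24 h (log2 change 2.26 and 2.44, SE 0.31, adjusted p = 0.0142 and 0.00106). In all, 15109 of the 28567 probe sets were called at 1 or more of the 6 stress times. Without 0 h replicate 1 there were 8122 and without 0 h replicate 2 there were 8360. The methods' t-test on the same log2 values, with Benjamini-Hochberg adjustment, called 982, and with Storey's q value, a combination chosen after the results were seen, 11511.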

Comparisons of the kinetics of changes in expression patterns revealed four features. 

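At 3 h, the cytochrome P450 gene CYP81D7 had risen by 2.25 on the log2 scale and was at 2.33 at 6 h (SE 0.29, n = 2 arrays per time, adjusted p = 0.0128 at 3 h from limma). The largest rise among described genes at 12 h was that of CIM1 (named for its induction by cytokinin), 3.57 (SE 0.57, adjusted p = 0.00336), and it was still higher at 24 h (2.59). A gene described as chloroplast ferredoxin I, an electron carrier, fell by 2.25 at 3 h and rose by 2.39 at 24 h (SE 0.50). Also at 24 h, a purple acid phosphatase, one of the enzymes that free phosphate, rose by 2.34 (SE 0.43, adjusted p = 0.00668), and a peptidase aspartic gene fell by 3.81 (SE 0.30, adjusted p = 0.000162). The number of probe sets called was 4849 at 3 h, 5922 at 6 h, 6944 at 12 h and 7327 at 24 h. Without 0 h replicate 1 these counts were 1186 at 3 h, 1145 higher and 1656 lower at 6 h, 4142 at 12 h and 4273 at 24 h, and without 0 h replicate 2 they were 985, 3338, 3969 and 4281. The count at 3 h was 1362 and 914 without replicate 1 and 2 of that time, the count at 6 h 2733 and 2303 likewise, and the count at 24 h 4788 without its replicate 2. The methods' t-test with Benjamini-Hochberg adjustment called 2 probe sets at 3 h, 977 at 6 h, 6 at 12 h and 0 at 24 h. With Storey's q value, a combination chosen after the results were seen, it called 5194, 6371, 548 and 4709. The time with most calls thus depends on the test, and it depends on the scaling too. The pooled fit uses 1 spread for all times, while the median SD between replicates was 0.11 at 6 h and 0.222 at 12 h. limma on only the 4 arrays compared called most at 6 h. After quantile normalization or median centring, the pooled fit called most at 12 h.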

First, 2851, 3127, 2881 and 2938 probe sets were significantly differentially expressed (up/down-regulated) under NaHCO_3 _stress at 3, 6, 12 and 24 h, respectively. 

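The smallest group in 1 direction between 3 and 24 h was that of probe sets higher at 3 h, 5% of all tested. The group higher made up 8.67% at 6 h, 7.95% at 12 h and 6.07% at 24 h. The groups lower were larger at each of these times, with 12% at 3 h, 12.1% at 6 h, 16.4% at 12 h and 19.6% at 24 h. A change of over 2-fold was seen in 569 of the probe sets higher and 922 of those lower at 3 h, and in 623 and 2470 at 24 h.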

The number of differentially expressed genes ranged from 3.37 to 9.01% of total genes. 

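Between 3 and 6 h, 2301 probe sets rose and 1304 fell when the 2 times were tested against each other in the same fit. The cytochrome P450 gene CYP76O2 gained 4.06 on the log2 scale in that interval and lost it again by 12 h (-3.80; SE 0.41, n = 2 arrays per time, adjusted p from limma 0.00345 and 0.000451). A senescence-associated protein-related gene, 4.66-fold higher at 3 h, had already fallen at 6 h against 3 h (-1.62, SE 0.27). From 6 to 12 h, 4358 probe sets rose and 5326 fell. Among the risers were the nitrite reductase gene NIR (-3.38 at 6 h against 0 h and 3.75 from 6 to 12 h, SE 0.25) and a nonsymbiotic hemoglobin (-3.72 and 3.10, SE 0.25), a protein that binds oxygen and nitric oxide. From 12 to 24 h, 3446 rose and 5654 fell.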

The number of significantly differentially expressed genes peaked at 6 h and decreased at 12 and 24 h. This result is the same as the pattern found in *Puccinellia tenuiflor *[12] and *Limonium bicolor *[14] that the frequency of genes showing differential expression at 6 h is higher than that at 12, 24 and 48 h. These suggest that the gene expressions change considerably after 6 h alkaline stress. In addition, it is noteworthy that the total number of differentially expressed genes and the dynamic patterns of up-regulated genes are similar to *Arabidopsis *transcriptome profile under salt stress but differed from that under cold, drought or osmotic stimuli [3]. This further suggests that plants have distinctive mechanisms in coping with ionic and physical stress. Second, genes up-regulated showed a trough at 6 h whilst, to a different extent, genes down-regulated showed a peak at 6 h. This indicates a biphasic response of this organ to alkaline stress, and 6 h is the turning point. 

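Probe sets called higher numbered 1428 at 3 h, 2477 at 6 h, 2271 at 12 h and 1733 at 24 h, and those called lower 3421, 3445, 4673 and 5594. HAT14, a homeodomain-leucine zipper gene, rose by 1.5 on the log2 scale at 6 h and fell by 1.81 between 6 and 12 h (SE 0.17, n = 2 arrays per time, adjusted p from limma 0.0014 and 0.000259). MYB29, a regulator of isoflavonoid synthesis, rose at 3 h (2.17) and 6 h (2.95) and fell from 6 to 12 h (-1.75, SE 0.52). In the other direction, a plant-type ferredoxin was lower at 6 h (-3.46) and regained 1.92 by 12 h (SE 0.54). The gibberellin 20-oxidase gene GA20OX3 fell by 2.70 at 6 h and rose by 1.27 from 6 to 12 h (SE 0.49). Of the 2477 probe sets higher at 6 h, 1519 fell between 6 and 12 h, and of the 3445 lower at 6 h, 1501 rose. Both comparisons use the same arrays at 6 h, and noise on these adds to such counts. In a check chosen after the results were seen, probe sets were called without 6 h replicate 1 or 2 and the change to 12 h was taken from the array left out. Of those higher 86.7 and 91.3% fell, against 50.4 and 49.9% of all probe sets tested, and of those lower 67.8 and 72.2% rose. A technical difference shared by both arrays at 6 h would remain in this check. The split between higher and lower calls at 6 h was 2840 to 2941 with quantile normalization and 3201 to 2806 with each array centred on its median. From the course of both directions, the paper reasons that the response has 2 phases with 6 h as the turning point.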

Third, almost no observable changes of transcripts were detected until after 3 h stress treatment. 

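At 0.5 h, a WRKY transcription factor described as WRKY53 was 6.4-fold higher than at 0 h (log2 change 2.68, SE 0.26, n = 2 arrays per time, adjusted p = 0.00501 from limma), and WRKY5 rose by 2.42 (SE 0.35). A CCR4-NOT transcription complex protein, of a complex that shortens the poly(A) tails of mRNA, rose by 2.94 (SE 0.28, adjusted p = 0.00501), and a putative protein kinase by 2.79 (SE 0.32, adjusted p = 0.00653). Lower at 0.5 h were ANN11, an annexin, a calcium-dependent membrane-binding protein (-2.61, SE 0.47), and the aquaporin PIP2-6 (-2.9, SE 0.72, adjusted p = 0.0862), whose call was lost without either array at 0 h or 0.5 h replicate 1. In all, 647 probe sets were higher and 935 lower at 0.5 h, and 51 and 107 at 1 h. At an unadjusted p under 0.05 there were 2041 higher and 2690 lower at 0.5 h, and 1028 and 1412 at 1 h. The methods' t-test with Benjamini-Hochberg adjustment called 0 probe sets at either time. The spiked hybridization controls were low on 0.5 h replicate 1 (9.26 on the log2 scale). Without that array 495 probe sets were called at 0.5 h, with 0 h replicate 1 left out 563, with 0 h replicate 2 left out 331, with 6 h replicate 1 left out 1040, with 6 h replicate 2 left out 1039, with 12 h replicate 1 left out 2404 and with 12 h replicate 2 left out 2403.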

We found that it takes three hours for the roots to respond to sodic stress at transcription level. This might attribute to the timescale of molecular concentration and modifications (e.g. intake of Na^+ ^and HCO_3_^-^, transcription of mRNA). 

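The probe sets that had changed at 1 h included a xyloglucan:xyloglucosyl transferase, a cell wall-remodelling enzyme, which rose by 1.68 on the log2 scale (SE 0.19, n = 2 arrays per time, adjusted p = 0.0175 from limma). WRKY12 was higher at 0.5 h (1.59), 1 h (1.84), 3 h (1.45) and 6 h (1.29, SE 0.26, adjusted p = 0.0666 at 1 h). Its call at 1 h was lost without 0 h replicate 2 or 1 h replicate 2. From 1 to 3 h, tested directly, 1574 probe sets rose and 3328 fell. The 158 calls at 1 h became 74 and 15 without 0 h replicate 1 and 2, 96 and 25 without 1 h replicate 1 and 2, 72 without either array at 3 h, and 48 and 55 without 6 h replicate 1 and 2. With the replicate number as a block there were 59. The paper concludes that roots take 3 h to respond at the level of transcription, and proposes that uptake of ions and synthesis of mRNA set this time.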

Cellular response to extracellular signals was reported to be a time-sequential process [19,20]. The process is most likely distributed over hours and requires the involvement of both protein signaling and gene regulation. Processes including changes of mRNA concentrations, protein complex formation, translocation in space, conformational changes or their molecular modifications, occur on different timescales ranging from milliseconds to seconds (e.g. induced conformational changes) via seconds and minutes (e.g. post-translational protein modification) up to hours and days for gene expression kinetics and/or even years by epigenetic regulation. 

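Among the genes that fell were FAD7-2, a fatty acid desaturase of plastids, with -3.51 on the log2 scale at 24 h (SE 0.30, n = 2 arrays per time, adjusted p = 0.000233 from limma), and MYB transcription factor MYB122 with -3.35 at 12 h (SE 0.30, adjusted p = 0.000183). Over the 6 stress times, 6081 probe sets were higher at 1 time or more and 11216 were lower at 1 time or more, and 2188 of them belong to both groups. Without 0 h replicate 1 the groups held 2684 and 6048 probe sets, and without 0 h replicate 2 they held 3262 and 5687.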

Fourth, 3307 probe sets were up-regulated and 5720 were down-regulated. Moreover, the number of down-regulated genes was greater than that of the up-regulated genes at each time point, which is contrary to the *Arabidopsis *profile under abiotic stresses [3]. We presume that this may attribute to the concomitant Na^+^, high pH, CO_3_^2- ^and HCO_3_^- ^in the NaHCO_3 _solution. 

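Lower calls were 59.1% of all calls at 0.5 h, 67.7% at 1 h, 70.6% at 3 h, 58.2% at 6 h, 67.3% at 12 h and 76.3% at 24 h. The median log2 change of all probe sets tested was -0.14 at 3 h and -0.13 at 24 h on the deposited scale and lay between -0.05 and -0.01 at the other times. After quantile normalization it was -0.06 at 3 h, 0.01 at 24 h and 0.08 at 12 h. Over 3, 6, 12 and 24 h together, lower calls were 68.4% on the deposited scale, 51.9% after quantile normalization and 46.5% with each array centred on its median. At 12 h, 4230 probe sets were higher and 3814 lower after quantile normalization, and 4421 and 3720 after centring. Among changes of over 2-fold, lower calls kept a larger share under each scaling, with 72.6% on the deposited scale, 63.3% after quantile normalization and 58.3% after centring. The paper proposes that more genes fall than rise because NaHCO3 brings Na+, high pH and carbonate ions together.

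**Figure D1:**
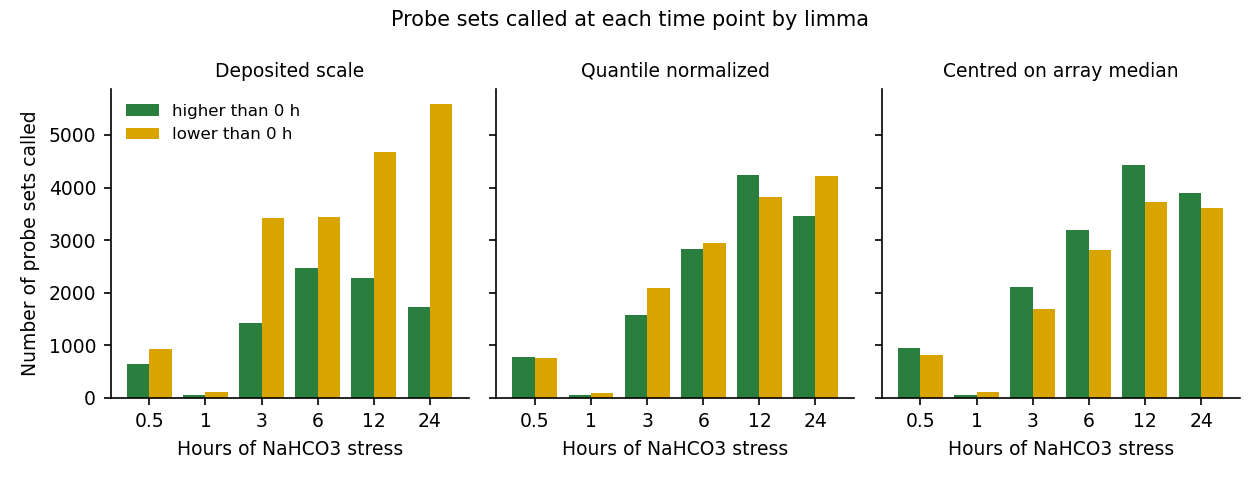
Number of probe sets called higher and lower than at 0 h (y-axis) at each stress time in hours (x-axis), on the deposited scale, after quantile normalization and with each array centred on its median. Lower calls exceed higher calls at all 6 times on the deposited scale, and at 12 h higher calls exceed lower calls under both other scalings (4230 to 3814 and 4421 to 3720).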

Under multiple stress condition, plants suffer more severe injury than that of a single stress.

**Figure 2:**
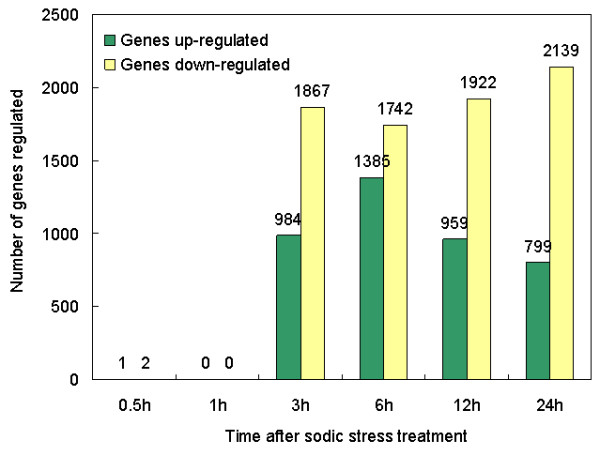
**Number of genes differentially expressed in roots under saline-alkaline stress treatment**. Total number of genes differentially up- (green bars) and down-regulated (yellow bars) in roots under 50 mmol/L NaHCO_3 _stress treatment compared with the sample without stress (P < 0.05, q < 0.15). The x-axis represents hours of stress. The y-axis represents number of probe sets. The tissues for RNA extraction were harvested at the indicated time points. See Methods for data normalization, processing, statistical analysis and classification of differentially expressed genes.

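Of the probe sets higher at 3 h, 494 of 1428 were higher at none of 6, 12 and 24 h, a share of 34.6%. The share was 45.1% of the 2477 higher at 6 h, 59.2% of the 2271 higher at 12 h and 69.6% of the 1733 higher at 24 h. The pair of times that shared most was 3 and 6 h, with 788 probe sets higher at both, where independent lists of these sizes share 124. All comparisons use the same 2 arrays at 0 h, and unchanged groups simulated against shared controls, with lists of these sizes, gave 556 in common. For 12 and 24 h the observed overlap was 370, against 138 for independent lists and 606 in the simulation. Shares seen at 1 time only were 36, 48.9, 46.7 and 39.8% in the simulation and 79, 82.1, 81.5 and 79.9% for independent lists at 3, 6, 12 and 24 h. The observed overlap of 12 and 24 h lay below the lowest of 20 simulations (549). These hold no true changes, so they cannot tell how much of each overlap comes from the shared controls.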

The Venn diagram (Figure 3) showed that the number of specifically up-regulated genes ranged from 50.71 to 78.10% of total genes at each time point. 

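Higher at each of 3, 6, 12 and 24 h was EXP2, an expansin, with 1.64, 1.43, 0.98 and 0.92 on the log2 scale (SE 0.23, n = 2 arrays per time, adjusted p = 0.0152 at 3 h from limma). Lower at each of them was SCAM-4, a calmodulin that binds calcium, with -1.03, -1.59, -2.42 and -2.20 (SE 0.22, adjusted p = 0.000187 at 12 h). In all, 42 probe sets were higher and 218 lower at all 4 times. Independent lists would share 0.597 higher and 13 lower, and unchanged groups simulated against shared controls gave 158 and 564. The observed counts lay below the lowest of 20 simulations (140 and 532). The simulations hold no true changes. They cannot tell how much of these overlaps comes from the arrays at 0 h that all 4 comparisons use. Left out singly, 0 h replicate 1 gave 124 probe sets in both directions together, 0 h replicate 2 gave 127, 3 h replicates 1 and 2 each gave 84, and 6 h replicates 1 and 2 gave 142 and 125. The methods' t-test with Benjamini-Hochberg adjustment called 0. With Storey's q value, a combination chosen after the results were seen, it called 0 higher and 29 lower.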

Only two probe sets were constantly up-regulated and 31 were constantly down-regulated at 3 h, 6 h, 12 h and 24 h. 

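pepck2, a kinase of phosphoenolpyruvate carboxylase (the enzyme that fixes bicarbonate into oxaloacetate), was higher at all 6 stress times. It stood at a mean log2 value of 7.37 at 0 h and 9.08 at 0.5 h, a 3.26-fold rise (log2 change 1.71, SE 0.17, n = 2 arrays per time, adjusted p = 0.00501 from limma), and its change was 1.59 at 1 h, 0.88 at 3 h, 1.28 at 6 h, 1.49 at 12 h and 1.79 at 24 h. Its calls from 3 to 24 h were kept without any 1 array and under both other scalings. A related kinase, PPCK3, rose at 0.5 h (1.71), 6 h (1.42), 12 h (1.26) and 24 h (1.91, SE 0.39), though not at 3 h (0.90), and its call at 6 h was lost without 0 h replicate 1 or either array at 6 h. PPCK1 rose at 0.5 h (1.47), fell at 6 h (-1.22) and 12 h (-2.50, SE 0.30) and was higher again at 24 h (1.23). The difference of PPCK1 between 24 and 12 h was 3.73 (adjusted p = 7.03e-05). Of 12 probe sets of phosphoenolpyruvate carboxylases and their kinases, 4 rose and the other 8 did not pass the test at 24 h (4 higher and 0 lower when adjusted over the list alone, median 0.44). Their shift against other probe sets at 24 h had adjusted p = 0.00127 from limma's camera with a preset correlation, and adjusted p = 0.564 with an estimated correlation.

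**Figure D2:**
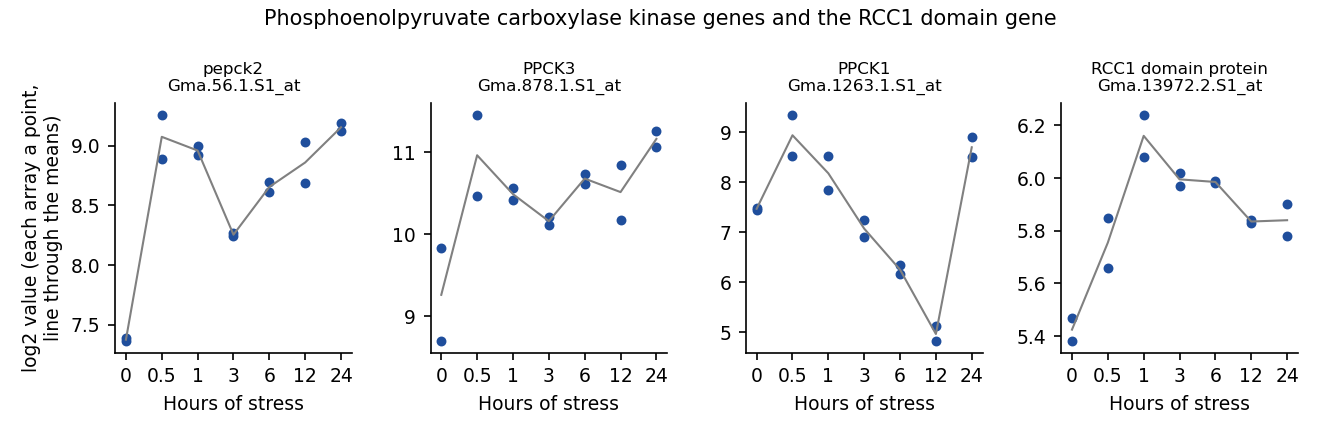
Log2 intensity (y-axis) against hours of NaHCO3 stress (x-axis) of pepck2, PPCK3, PPCK1 and the RCC1 domain probe set, with each array as a point and a line through the means of 2 arrays. pepck2 rises from a mean of 7.37 at 0 h to 9.08 at 0.5 h, and PPCK1 falls to its lowest mean at 12 h.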

One of the two up-regulated probe sets (Gma.56.1.S1 at) encodes a putative phosphoenolpyruvate carboxylase kinase (pepck2), which is nodule-enhanced and regulated throughout nodule development [21]. This protein also increases in response to increasing intracellular pH in *Arabidopsis *[22]. 

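The RCC1 domain protein probe set, described as a zinc finger protein in the study's tables, changed less than pepck2. It was not called at 0.5 h (0.33 on the log2 scale) and was called higher from 1 h on, at 0.74, 0.57, 0.56, 0.42 and 0.42 (SE 0.14, n = 2 arrays per time). Adjusted p from limma lay between 0.0331 at 6 h and 0.113 at 1 h. Each of these calls depended on single arrays. The call at 3 h was lost without any 1 of the 4 arrays at 0 and 3 h, that at 12 h without any 1 of the 4 at 0 and 12 h, that at 6 h without 0 h replicate 1 or either array at 6 h, and that at 24 h without either array at 0 h or 24 h replicate 2.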

The other one (Gma.13972.2.S1 at) encodes an uncharacterised protein containing regulator of chromosome condensation (RCC1) domain. The RCC1 protein is known to be involved in the maintenance of chromatin conformation, in regulation of chromosome condensation, and in monitoring and signalling of DNA replication [23]. The constant up regulation of this gene, which is similar to *Arabidopsis *subjected to cold and oxidative stresses [3], indicates that adjustment of chromosome structure is needed under stress condition. 

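Among probe sets lower at 3 h, 1485 of 3421 were lower at none of the 3 later times (43.4%). At 6 h these were 1008 of 3445 (29.3%), at 12 h 1209 of 4673 (25.9%) and at 24 h 2681 of 5594 (47.9%). The times 12 and 24 h shared the most, 2404 probe sets lower at both, followed by 6 and 12 h with 1462 and 3 and 6 h with 1439. Independent lists would share 915, 564 and 413, and simulated unchanged groups with shared controls 2164, 1543 and 1259. Shares lower at 1 time only were 27, 27.1, 34.2 and 39.6% in that simulation and 59.2, 59.2, 62.3 and 64.7% for independent lists, in the order 3, 6, 12 and 24 h.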

The number of specifically down-regulated genes ranged from 45.24 to 61.52% of total genes at various time points.

**Figure 3:**
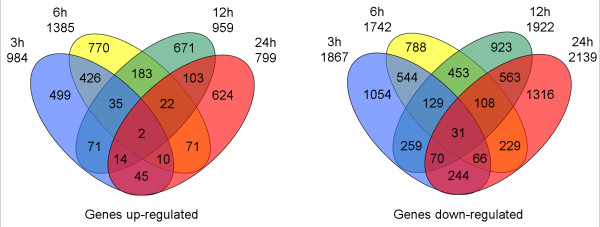
**Venn diagram, depicting the overlap of regulated genes at various time points**. The number outside the circle denotes the total number of genes up- (on the left) or down- (on the right) regulated at specific time point. The number within one circle or more than two circles denotes the time specific genes or overlapped genes, respectively.

### Co-expression analysis of stress regulated genes

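MYB134, a MYB transcription factor, had one of the sharpest courses, with -5.82 on the log2 scale at 12 h and a rise of 6.70 from 12 to 24 h (SE 0.20, n = 2 arrays per time, adjusted p = 5.86e-07 and 2.79e-07 from limma). MYB114 fell by 4.39 at 12 h (SE 0.29, adjusted p = 4.4e-05). Without unstressed roots from 12 h, these changes of MYB134 and MYB114 cannot be told apart from changes set by time of day. A natural cubic spline in hours with 4 degrees of freedom, fitted by limma to all 14 arrays, called 1458 probe sets at an adjusted p under 0.001. Of the 1591 tested members of Additional file 3, which the study chose on these arrays, 739 were among them. The count was 912 and 937 without 3 h replicate 1 and 2, 696 and 706 without 6 h replicate 1 and 2, and 550 and 619 without 24 h replicate 1 and 2. With 3 degrees of freedom it was 956.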

Time course analysis using a method described by Storey [24] revealed 1592 probe sets (q < 0.001) displaying significantly changed expression (Additional file 3). Hierarchical clustering of averaged expression value from two biological replicates identified 8 distinctive patterns for the 1592 genes (Additional file 4).

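K-means with 8 clusters, run here on the scaled time point means of the same 1592 probe sets with 100 starts, put 88.6% of Cluster II of Additional file 5 into 1 new cluster, and 83.5% of Cluster VIII, 82.8% of Cluster I and 82.5% of Cluster VI each into 1. Cluster IV (52.6%) and Cluster III (54.8%) were the most divided. The new cluster closest to Cluster VII (66.9% of it) was also the closest to Cluster V (69.7%). The adjusted Rand index of both partitions was 0.549. It was 0.411 with each array centred on its median.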

K-means clustering was conducted to analyze the co-expression setting and 8 clusters with coordinated expression patterns were identified (Figure 4). These clusters reflected the general trends and key transitional states during NaHCO_3 _stress. Gene lists for each cluster, including normalized expression values, can be found in additional file 5. 

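Nitrite reductase, nonsymbiotic hemoglobin and purple acid phosphatase probe sets belong to Cluster I of Additional file 5, and CAB3, a chlorophyll-binding protein of the light-harvesting complex, to Cluster II. CAB3 fell at 6 h (-2.03 on the log2 scale) and most at 12 h (-6.06) and rose by 6.69 from 12 to 24 h (SE 0.33, n = 2 arrays per time, adjusted p = 5.48e-06 from limma). Without unstressed roots from 12 h, such a course cannot be told apart from one set by time of day. In Cluster I (174 probe sets), 104 were lower and 0 higher at 3 h, and 112 higher and 4 lower at 24 h (median -0.69 and 0.71). In Cluster II (255 probe sets), 246 were lower and 0 higher at 12 h (median -1.38), and 247 rose from 12 to 24 h with a median of 1.83. Of the 116 probe sets of Cluster IV, 28 were lower at 3 h (median -0.31) and 104 higher at 12 h (median 0.86). The clusters were built by the study from these arrays, so such counts are not independent evidence of a cluster's direction. Adjusted over each cluster alone, 121 of Cluster I and 43 of Cluster IV were lower at 3 h and 246 of Cluster II at 12 h.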

Clusters I, II and IV contain genes down-regulated after 1 h, but up-regulated at different time points. Differ from the other two Clusters; genes in Cluster IV were down-regulated after 12 h. 

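Tested directly, 90 of the 116 members of Cluster IV fell from 12 to 24 h and 0 rose (median -0.73 on the log2 scale, by limma at 2 arrays per time; 92 fell when adjusted over the list alone). The earlier climb reached every member, since all 116 were higher at 12 h than at 3 h (median 1.16). In Cluster I, 121 of the 174 members rose between 12 and 24 h. These clusters come from the same arrays, and the counts are not independent evidence.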

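DOGT1, described as a glucosyltransferase, is a member of Cluster III and was 9.31-fold higher at 6 h (log2 change 3.22, SE 0.49, n = 2 arrays per time, adjusted p = 0.00442 from limma) and still higher at 12 h (2.9). In Cluster III (156 tested probe sets), 138 were higher and 0 lower at 6 h (140 higher and 0 lower when adjusted over the list alone), and 66 fell from 6 to 12 h while 11 rose. Cluster V, with 413 probe sets, held 271 higher and 1 lower at 3 h (median 0.68, 301 higher and 1 lower when adjusted over the list alone), 281 higher at 6 h and 405 that fell from 6 to 12 h (median -1.51). At 24 h 352 of them were lower than at 0 h. In Cluster VIII (121 probe sets), 95 were higher at 6 h and 119 fell by 12 h (median -1.59). Clusters built on these arrays are not independent evidence.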

Clusters III, V and VIII contain genes up-regulated after 1 h, but down-regulated after 6 h. Genes in Cluster VIII were up-regulated after 12 h and genes in cluster VII exhibited a more dramatic decrease after 6 h. 

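From 12 to 24 h, 43 members of Cluster VIII rose and 2 fell (median 0.36). At 24 h against 0 h, 8 were higher and 17 lower, with a median of -0.14 that turned positive with each array centred on its median or after quantile normalization. The GRAS factor scarecrow-like transcription factor 8 (SCL8), in Cluster VII, rose by 0.80 on the log2 scale at 6 h and fell by 1.37 from 6 to 12 h and stood at -1.46 at 24 h (SE 0.22, n = 2 arrays per time, adjusted p = 0.0498 at 6 h and 0.00266 at 24 h from limma), and the call at 6 h was lost without 0 h replicate 1 or either array at 6 h. Of the 145 probe sets of Cluster VII, 102 fell from 6 to 12 h and 4 rose (median -0.59), 117 fell from 12 to 24 h, and 142 were lower than at 0 h at 24 h (median -1.19, 143 when adjusted over the list alone). The study formed both clusters on these arrays, so the counts are not independent evidence.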

In cluster VI, genes exhibited a minor decrease after 3 h.

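Cluster VI holds WRKY56, which rose by 1.16 on the log2 scale at 3 h and fell by 1.91 at 12 h (SE 0.26, n = 2 arrays per time, adjusted p = 0.0419 and 0.0013 from limma). Among the 211 probe sets of this cluster, 93 fell and 3 rose from 3 to 6 h (median -0.46), and 174 fell from 6 to 12 h (median -0.81). At 12 h 205 of them were lower than at 0 h with a median of -1.32, and at 24 h 181 with -1.09 (205 and 183 when adjusted over the list alone). The members were chosen on these arrays and are not independent evidence.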

**Figure 4:**
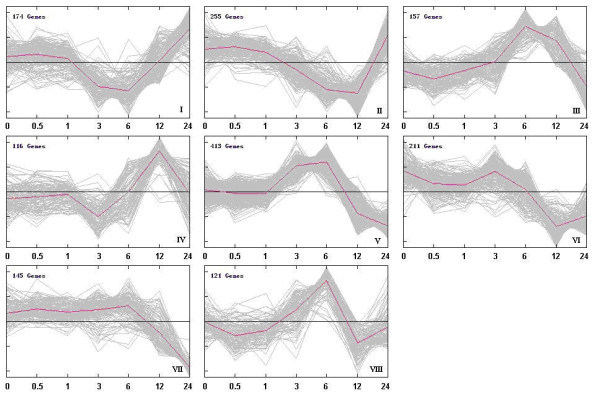
**Dynamic expression pattern of different clusters during NaHCO_3 _stress**. Genes with altered expression over time were identified by Edge [80,81] time course methodology (q value < 0.001). K-means clustering was performed to identify 8 clusters, each containing various numbers of genes with similar expression pattern under NaHCO_3 _stress. The red lines show representative transcriptional regulators. The x-axis represents the stress treatment time in hours. The y-axis represents normalized log2 microarray expression data.

### Functional categorization and pathway of differentially expressed genes

Out of the 1592 significantly changed probe sets, we assigned at least one GO term to 1380 probe sets based on sequence similarity. The distribution of functional categories is showed in Figure 5. As seen, 7 GO over-represented (P < 0.01, FDR < 0.05) categories were: metabolism signal transduction, energy, transcription, secondary metabolism, transporter, disease and defence. These biological processes were affected by the sodic stress treatment.

**Figure 5:**
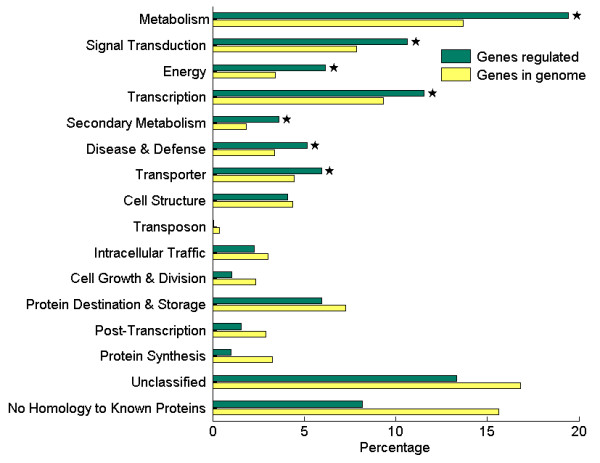
**Functional categorization of genes respond to NaHCO_3 _stress and of all genes in *Glycine soja***. There are 16 functional categories. Functional categorization for gene group regulated by NaHCO_3 _stress treatment (total number, 1592) (green bars) and for whole genome genes (yellow bars) were shown with their percentages. Category significantly over-represented in the respond group was shown with asterisk (P < 0.01, FDR < 0.05).

To understand the relationship between response time points of transcripts and their biology meanings, GO enrichment analysis (P < 0.05, q < 0.15) and MapMan [25,26] visualization were conducted. 

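At 3 h, 57 of the 169 probe sets that the study files under signal transduction were higher and 29 lower (63 higher and 39 lower when adjusted over the list alone, median 0.22 on the log2 scale). Of its 58 probe sets of secondary metabolism, 26 were higher and 3 lower (28 higher and 4 lower when adjusted over the list alone, median 0.60). Metabolism, with 309 probe sets, had 77 higher and 48 lower, and transcription, with 184, had 48 in each direction. The categories group the 1592 probe sets chosen on these arrays and are not independent evidence. No enrichment test was run on them here, and the calls are those of limma with 2 arrays per time.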

As illustrated in Figure 6, genes participate in signal transduction and secondary metabolisms were over-represented at earlier time points (3 h). These secondary metabolisms related genes, which significantly participate in phenylpropanoid, simple phenols, flavonoids, lignin and lignans, and non-mevalonate (MVA) pathway, were presented up-regulated under sodic stress (Figure 7). 

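4CL3 and 4CL4, which encode 4-coumarate-CoA ligases that feed both lignin and flavonoids, rose at 3 h by 1.00 and 0.79 on the log2 scale (SE 0.22 and 0.27, n = 2 arrays per time, called by limma). PAL2.1, a phenylalanine ammonia-lyase at the entry to the pathway, rose by 0.68 (SE 0.19, adjusted p = 0.0688). F3H, a flavanone 3-hydroxylase, was lower at 0.5 h (-1.81) and higher at 3 h (1.39, SE 0.33, adjusted p = 0.048). Of 45 probe sets of flavonoid and isoflavonoid synthesis chosen by gene symbol, 27 were higher and 1 lower at 3 h (30 higher and 1 lower when adjusted over the list alone, median 0.91), with adjusted p = 1.83e-18 from limma's camera with a preset correlation, and adjusted p = 0.368 with an estimated correlation. Of 21 of phenylpropanoid and lignin synthesis, 6 were higher and 1 lower (7 higher and 3 lower when adjusted over the list alone, median 0.33), with adjusted p = 0.0144 from limma's camera with a preset correlation, and adjusted p = 0.573 with an estimated correlation. Their shift was lost with quantile normalization and without 0 h replicate 1 or 3 h replicate 1. Among the study's own descriptions, which cover probe sets chosen on these arrays and are not independent evidence, 7 of 13 probe sets of terpenoid backbone synthesis were higher and 1 lower at 3 h (8 higher and 2 lower when adjusted over the list alone). The call of PAL2.1 was lost without any 1 of the arrays at 0 and 3 h, and that of 4CL3 without replicate 1 of either time.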

Phenylpropanoid metabolism was found induced under stress (including salt) [27,28]. Similar to the signal transduction process, these secondary metabolisms might generate a cascade response for their early induction after stress treatment.

**Figure 6:**
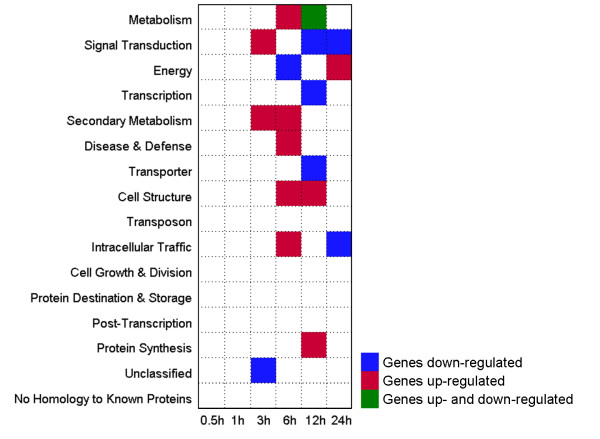
**GO enrichment analysis of the differentially expressed genes**. Blue or Red square denotes the functional category over-represented in up-or down-regulated genes at that time point. Green square denotes the functional category over-represented in both up-and down-regulated genes. The x-axis represents the length of stress treatment time. The y-axis represents functional categories (p < 0.01, FDR < 0.05).

**Figure 7:**
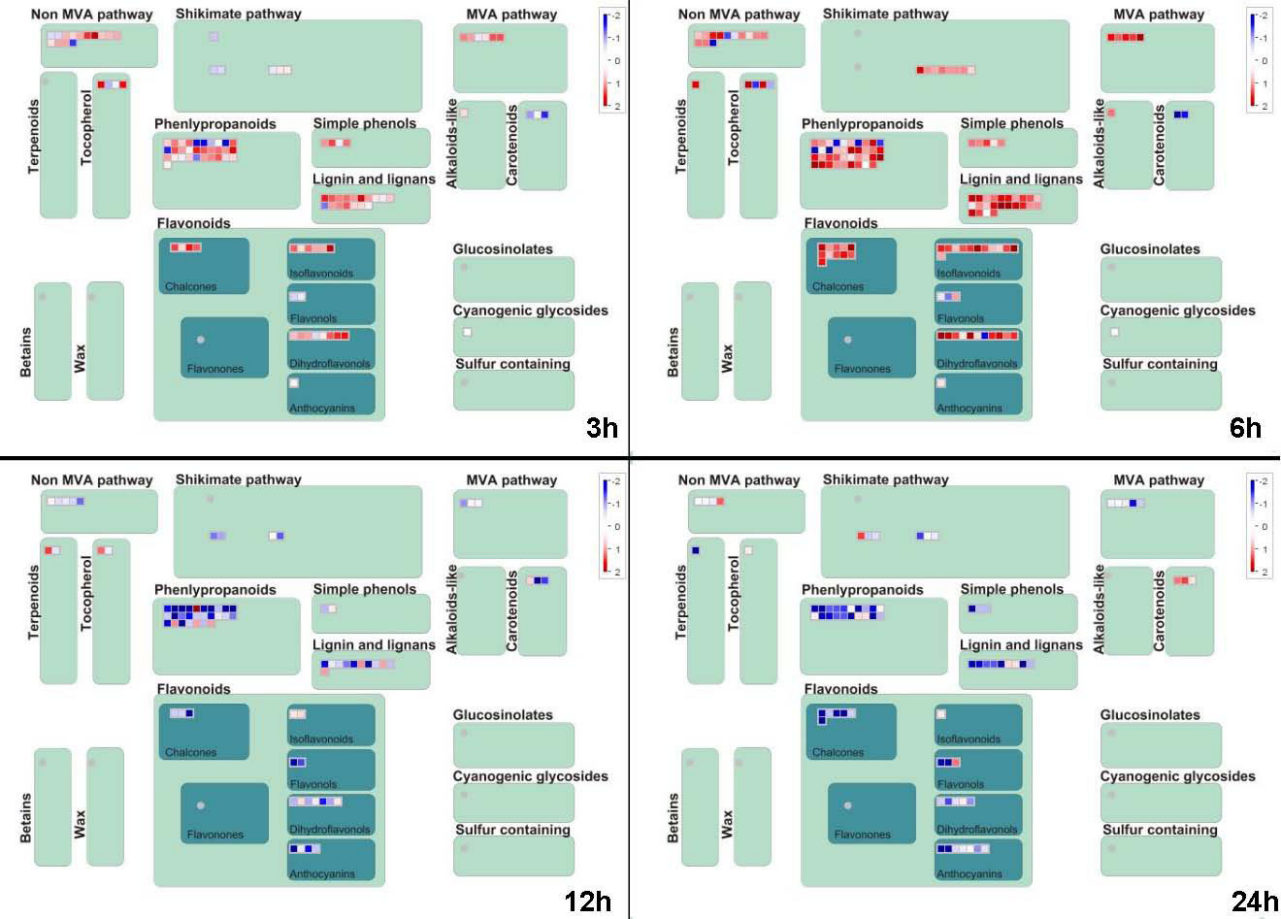
**Genes up/down regulated in the overview of secondary metabolism**. Mapman was used to visualize the secondary metabolism pathways with genes up/down regulated at 3 h, 6 h, 12 h, and 24 h. In the display, each BIN or subBIN is represented as a block where each transcript is displayed as a square, which is either colored red if this transcript is up- or blue if this transcript is down-regulated.

Genes involved in metabolism, secondary metabolism, disease and defence, cell structure, intracellular traffic were induced after 6 h and genes involved in energy production were decreases after 6 h. Furthermore, genes responsible for signal transduction, transcription and transporter were decreased at later time point (12 h). 

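At 6 h, 154 of the 309 probe sets of metabolism were higher and 77 lower (median 0.46 on the log2 scale; 159 higher and 81 lower when adjusted over the list alone). GS1alpha, a cytosolic glutamine synthetase that assimilates ammonium, rose by 1.66 (SE 0.26, n = 2 arrays per time, adjusted p = 0.00507 from limma). Secondary metabolism had 36 higher and 9 lower of 58 (median 1.03), and disease and defense 43 and 8 of 82 (median 0.58). Cell structure had 30 higher and 9 lower of 65, and intracellular traffic 14 and 6 of 36. Energy went the other way, with 51 lower and 17 higher of 98 (median -0.61). Adjusted over each list alone, 37 of secondary metabolism, 45 of disease and defense, 31 of cell structure and 15 of intracellular traffic were higher, and 51 of energy were lower. The categories hold only probe sets chosen on these arrays and are not independent evidence.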

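At 12 h, 105 of the 169 probe sets of signal transduction were lower and 21 higher (median -0.66 on the log2 scale). In transcription 120 were lower and 14 higher of 184 (median -0.89), and in transporters 56 and 7 of 95 (median -0.63). Over each list alone 109, 124 and 57 were lower, and since the study chose these probe sets on the same arrays the counts are not independent evidence. Some groups chosen by gene symbol fell as well, while others, such as cell wall modification, had members that rose and none that fell. The aquaporins PIP2-10 and PIP1-8, which carry water across the plasma membrane, stood at -2.17 and -2.08 (SE 0.31 and 0.16, n = 2 arrays per time, adjusted p from limma 0.0018 and 0.000103), and of 24 aquaporin probe sets 12 were lower and 1 higher (2 higher and 13 lower when adjusted over the list alone, median -0.52, adjusted p = 0.000723 from limma's camera with a preset correlation, and adjusted p = 0.333 with an estimated correlation). The stress-related transcription factors NAC19 and NAC018 were lower at -2.13 and -2.02 (SE 0.33 and 0.19), and 17 of 29 NAC probe sets fell while the other 12 did not pass the test (17 lower when adjusted over the list alone, median -1.06, adjusted p = 4.29e-06 from limma's camera with a preset correlation, and adjusted p = 0.573 with an estimated correlation). The chaperones HSP23.9 and HSP90A1 were lower at -2.77 and -1.97 (SE 0.37 and 0.30). No unstressed roots from 12 h were analysed here, so these falls cannot be told apart from changes set by time of day. The spiked hybridization controls were low on 12 h replicate 2 (9.09 on the log2 scale).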

Signal transduction and intracellular traffic were decreased at 24 h, while energy was induced. These observations were further supported by a more specific comparison of metabolism using MapMan. This analysis showed up-regulation of several biosynthetic pathways at 6 h, such as terpenes, flavonoids, phenylpropanoids & phenolics, TCA, sucrose metabolism, lignin and lignans and non-mevalonate (MVA) pathway (Additional file 6A). 

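The energy category turned between 12 and 24 h. At 24 h 37 of its 98 probe sets were higher and 15 lower (median 0.49 on the log2 scale; 40 higher and 21 lower when adjusted over the list alone), and 63 rose from 12 to 24 h (median 1.24). Markers of leaf photosynthesis moved with it. RCA14, an activase of Rubisco, fell by 3.62 at 12 h (SE 0.49, n = 2 arrays per time, adjusted p = 0.00132 from limma), and of 18 photosynthesis probe sets chosen by gene symbol 11 were lower and 0 higher at 6 h (median -1.39) and 6 higher and 0 lower at 24 h (6 higher and 0 lower when adjusted over the list alone, median 0.83, adjusted p = 1.56e-05 from limma's camera with a preset correlation, and adjusted p = 0.564 with an estimated correlation). Between 12 and 24 h 14 of these rose (median 2.25). No unstressed roots from 12 h were analysed here, so time of day and length of stress cannot be told apart. Signal transduction had 113 lower and 22 higher of 169 at 24 h (median -0.70, 117 lower over the list alone), and intracellular traffic 23 lower and 2 higher of 36 (median -0.56, 24 lower over the list alone). The study's categories, chosen on these arrays, are not independent evidence.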

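F3H was the strongest of the flavonoid genes at 6 h, 13.2-fold above 0 h (log2 change 3.72, SE 0.33, n = 2 arrays per time, adjusted p = 0.000364 from limma). G4DT, the prenyltransferase that forms glyceollin, the phytoalexin of soybean, rose by 2.24 (SE 0.36, adjusted p = 0.00505), and CYP93E1, a cytochrome P450 of triterpenoid synthesis, by 2.17 (SE 0.36, adjusted p = 0.00616). 4CL3 was at 1.48 (SE 0.22). Of the 45 flavonoid probe sets, 37 rose and the other 8 did not pass the test at 6 h (37 higher and 1 lower when adjusted over the list alone, median 1.24), with adjusted p = 1.18e-20 from limma's camera with a preset correlation, and adjusted p = 0.36 with an estimated correlation. Of the 21 phenylpropanoid and lignin probe sets, 6 rose and the other 15 did not pass the test (7 higher and 0 lower when adjusted over the list alone, median 0.31), with adjusted p = 0.00589 from limma's camera with a preset correlation, and adjusted p = 0.573 with an estimated correlation. Among probe sets of the study's tables, chosen on these arrays and so not independent evidence, 15 of 20 for enzymes of the TCA cycle and organic acids rose (16 when adjusted over the list alone, median 0.75), 8 of 13 for terpenoid backbone synthesis were higher and 1 lower (8 higher and 1 lower when adjusted over the list alone), and of 8 for sucrose and starch metabolism 3 were higher and 3 lower (4 higher and 3 lower when adjusted over the list alone).

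**Figure D3:**
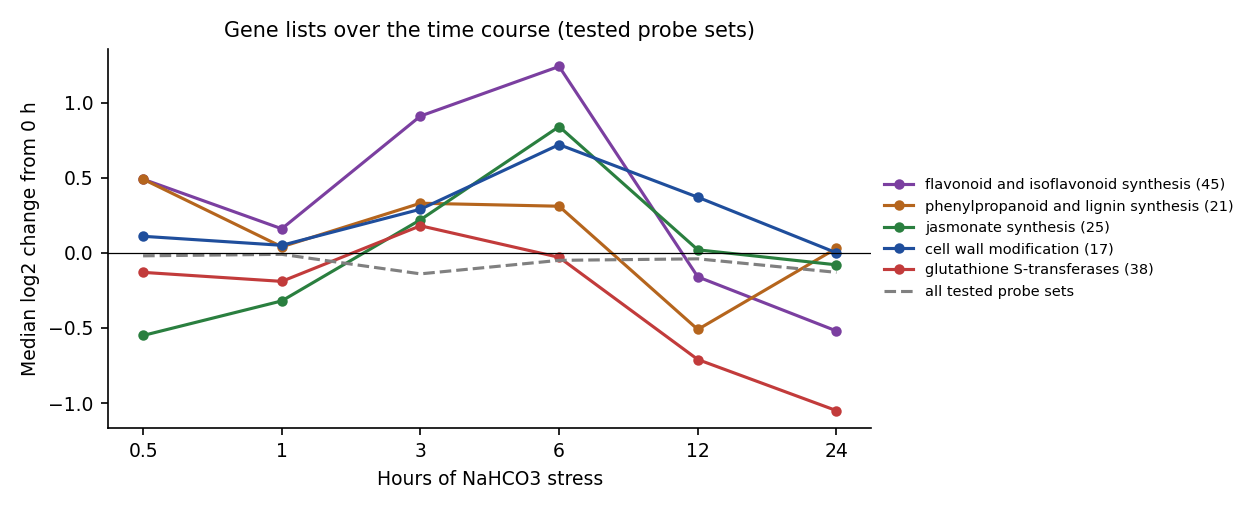
Median log2 change from 0 h (y-axis) at each stress time in hours (x-axis) of the flavonoid, phenylpropanoid, jasmonate, cell wall and glutathione S-transferase probe sets chosen by gene symbol, with all probe sets tested as a dashed line. The flavonoid list reaches its highest median at 6 h (1.24) and the glutathione S-transferase list, whose direction at 6 h depends on the scaling, its lowest at 24 h (-1.05).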

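Of the 58 probe sets of the secondary metabolism category, which the study chose on these arrays and which are not independent evidence, 13 were higher and 11 lower at 6 h than at 3 h (16 higher and 14 lower when adjusted over the list alone, median 0.25 on the log2 scale, limma with 2 arrays per time). In the flavonoid probe sets chosen by gene symbol, 5 rose from 3 to 6 h and 0 fell. All 35 that changed from 6 to 12 h fell (median -1.26).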

The number of genes participate in secondary metabolism were found more at 6 h than that at 3 h (Figure 7). A further investigation was done to the JA synthesis (Additional file 6B). It was observed that lipoxygenases and oxophytodienoate reductase were up-regulated at 6 h, indicating that the JA synthesis pathway participates in the early response to sodic stress. 

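Lipoxygenases add oxygen to the fatty acids from which jasmonate is made. At 6 h, VLXC had risen by 2.12 on the log2 scale and LOX7 by 1.56 (SE 0.31 and 0.25, n = 2 arrays per time, adjusted p from limma 0.00339 and 0.00536). LOX10 was lower at 0.5 h (-2.34) and higher at 6 h (1.47, SE 0.39), a call lost without 0 h replicate 1 or either array at 6 h. A probe set of AOS1, the allene oxide synthase of the next step, was lower at 0.5 h (-1.66), 6 h (-1.09, adjusted p = 0.0378) and 12 h (-3.01, SE 0.28). The other AOS1 probe set was not called at 0.5 h (-0.79) or 6 h (-0.25), higher at 3 h (1.10, adjusted p = 0.132) and lower at 12 h (-2.32, SE 0.40). Of 8 probe sets of allene oxide synthases and cyclases, 4 fell and none rose at 0.5 h (median -0.82), and 1 was higher and 1 lower at 6 h (median 0.06). 12-oxophytodienoate reductases and lipoxygenases without an unambiguous symbol were picked from the study's descriptions after the values had been seen. Among these, a lipoxygenase close to LOX1 was 5.75-fold higher at 6 h (log2 change 2.52, SE 0.21, adjusted p = 0.000303), and a reductase close to OPR1 rose at 3 h (1.39) and 6 h (1.05, SE 0.27, adjusted p = 0.0381) and was lower at 12 h (-1.19). Of 22 lipoxygenase probe sets in all, 13 were higher and 1 lower at 6 h (median 1.14), and of 5 reductase probe sets 3 rose and the other 2 did not pass the test (median 0.64). The 3 that rose are described as OPR1 or OPR2. The probe set described as 12-oxophytodienoate reductase 3 was not called at 6 h (-0.24, adjusted p = 0.507 from limma). It was lower at 0.5 h (-1.18) and 12 h (-1.73). Of 25 jasmonate synthesis probe sets chosen by gene symbol, 5 fell and none rose at 0.5 h (0 higher and 9 lower when adjusted over the list alone, median -0.55, adjusted p = 8.48e-05 from limma's camera with a preset correlation, and adjusted p = 0.573 with an estimated correlation), and 11 were higher and 1 lower at 6 h (12 higher and 1 lower when adjusted over the list alone, median 0.84, adjusted p = 4e-05 from limma's camera with a preset correlation, and adjusted p = 0.564 with an estimated correlation). From the rise of lipoxygenases and reductases at 6 h, the paper concludes that jasmonate synthesis takes part in the early response.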

Several biosynthetic pathways were down-regulated at 12 h, such as cell wall modification, flavonoids, phenylpropanoids & phenolics and lipids metabolism pathways (Additional file 6A). 

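EXP1, an expansin, was higher at 6 h (2.10 on the log2 scale) and 12 h (1.76, SE 0.24, n = 2 arrays per time, adjusted p = 0.00131 from limma), and the xyloglucan:xyloglucosyl transferase rose by 3.45 at 12 h (adjusted p = 1.22e-05). Of 17 cell wall modification probe sets chosen by gene symbol, 6 rose and the other 11 did not pass the test at 12 h (6 higher and 0 lower when adjusted over the list alone, median 0.37), with adjusted p = 4.94e-05 from limma's camera with a preset correlation, and adjusted p = 0.352 with an estimated correlation. In the study's descriptions of probe sets chosen on these arrays, not independent evidence, 10 of 22 were higher and 7 lower (10 higher and 7 lower when adjusted over the list alone). G4DT stood at -1.72 at 12 h and 4CL3 at -0.67. Of the 21 phenylpropanoid probe sets, 7 fell and the other 14 did not pass the test (0 higher and 9 lower when adjusted over the list alone, median -0.51, adjusted p = 0.0072 from limma's camera with a preset correlation, and adjusted p = 0.573 with an estimated correlation), a shift lost without 12 h replicate 2. Of the 45 flavonoid probe sets, 12 were higher and 6 lower at 12 h (12 higher and 7 lower when adjusted over the list alone), with a median of -0.16 where the test placed them above other probe sets (adjusted p = 0.724, and 0.981 with an estimated correlation). GST3, a glutathione S-transferase, fell by 2.39 (SE 0.24), and 19 of 38 such probe sets were lower and 4 higher (4 higher and 22 lower when adjusted over the list alone, median -0.71, adjusted p = 4.03e-05 from limma's camera with a preset correlation, and adjusted p = 0.515 with an estimated correlation). Of 11 fatty acid desaturase probe sets, 2 were higher and 3 lower (3 higher and 4 lower when adjusted over the list alone).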

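DREB5, a dehydration-response factor of the AP2-EREBP family, fell by 3.82 on the log2 scale at 12 h (SE 0.29, n = 2 arrays per time, adjusted p = 9e-05 from limma), and BZIP59 and BZIP71 were lower at -2.17 and -1.65 (SE 0.31 and 0.33). WRKY46 was lower by 2.03 (SE 0.43). Of 90 WRKY probe sets chosen by gene symbol, 38 were lower and 1 higher at 12 h (1 higher and 40 lower when adjusted over the list alone, median -0.37, adjusted p = 3.51e-06 from limma's camera with a preset correlation, and adjusted p = 0.515 with an estimated correlation). Of 72 MYB probe sets, 27 were lower and 3 higher (5 higher and 30 lower when adjusted over the list alone, median -0.26, adjusted p = 0.0144 from limma's camera with a preset correlation, and adjusted p = 0.62 with an estimated correlation), a shift lost without 12 h replicate 1. Of 79 bZIP probe sets, 25 were lower and 3 higher (4 higher and 27 lower when adjusted over the list alone, median -0.24), which did not pass the test (adjusted p = 0.0822 from limma's camera with a preset correlation, and adjusted p = 0.515 with an estimated correlation). Of 11 AP2/ERF probe sets, 3 were lower and 0 higher (0 higher and 3 lower when adjusted over the list alone, median -0.41, adjusted p = 0.11 from limma's camera with a preset correlation, and adjusted p = 0.573 with an estimated correlation). In the families of Additional file 7, chosen on these arrays and not independent evidence, 4 of 10 MYB probe sets were lower and 0 higher (1 higher and 4 lower when adjusted over the list alone), 1 of 5 bZIP probe sets was lower, 2 of 3 C2C2-GATA probe sets were lower and 1 higher (median -0.61), and 0 of the 2 MYB-related and the 4 C2C2-Dof probe sets were called by limma at 12 h against 0 h. From 6 to 12 h, compared directly, 3 of the C2C2-GATA, 2 of the MYB-related and 1 of the C2C2-Dof probe sets fell and none rose.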

A custom MapMan pathway image was generated and AP2-EREBP, WRKY, bZIP, MYB and MYB related, C2C2 and C2C2-CO-like transcript factors were decreased at 12 h (Additional file 6C and 6D). Protein synthesis were induced after 12 h, and most of them were plastidic, misc and proteins in the nucleotide (Additional file 6E).

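Of the 16 probe sets of the protein synthesis category, 2 were higher and 4 lower at 12 h against 0 h (2 higher and 4 lower when adjusted over the list alone, median -0.28 on the log2 scale, limma with 2 arrays per time). They had been lower before, with 9 lower and 1 higher at 3 h (median -0.44), and 8 rose and 5 fell from 6 to 12 h (median 0.30). From 12 to 24 h 6 rose and 2 fell (median 0.31), and at 24 h against 0 h 4 were higher and 5 lower (median 0.13). Of 6 probe sets for cytosolic ribosomal proteins, 2 were higher at 12 h (2 higher and 1 lower when adjusted over the list alone). Both groups were chosen on these arrays and are not independent evidence. The paper's statement rests on a MapMan view that names plastidic proteins among those induced, and the groups counted here are other sets of probe sets.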

The above analysis revealed a cascade process: 1) Firstly, signal transduction and secondary metabolism were induced at 3 h; 2) As a result, metabolism, disease defense, cell structure and intracellular traffic were induced at 6 h; 3) After that, signal transduction, transcription and transporter decreased after 12 h; 4) Later on, signal transduction, secondary metabolism and intracellular traffic was induced at 6 h, and decreased at 24 h; 5) After a long period of stress treatment, protein synthesis and energy were induced at 12 h and 24 h, respectively.

Detailed descriptions of genes participate in signal transduction and transcription are as follows:

### Signal transduction

Approximately, 122 probe sets representing various signalling proteins, such as 14-3-3, protein phosphatase, small GTPases, and protein kinases, calmodulin-binding family proteins, were up-regulated at 3 h and down-regulated after 12 h. 

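Additional file 7 files 159 tested probe sets under signalling. Of these, 67 were higher at 3 h, 100 at 3 or 6 h, and 89 lower at 12 or 24 h, and 67 did both, rising at 3 or 6 h and falling at 12 or 24 h. Between 3 and 12 h, compared directly by limma with 2 arrays per time, 100 fell and 15 rose. Small GTPases, switches of membrane traffic and signalling, had 4 of 8 higher at 3 h (4 higher and 0 lower when adjusted over the list alone, median 0.51 on the log2 scale). Of 4 MAP kinase probe sets, 4 were higher at 3 h (median 0.65, 4 higher and 0 lower when adjusted over the list alone) and 4 lower at 12 h. The study listed these probe sets because they were higher at 0.5, 1, 3 or 6 h on these arrays, and the counts are not independent evidence.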

Stress tolerance or susceptibility in plants is a coordinated action of various genes including those signalling pathway components [29-31]. As expected, protein phosphatase and protein kinase were over-represented at earlier time points because reversible protein phosphorylation is a central mechanism in cellular signal transduction and transcriptional regulation [32]. 

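Of 89 protein kinase probe sets in Additional file 7, 36 rose and the other 53 did not pass the test at 3 h (49 higher and 1 lower when adjusted over the list alone, median 0.50 on the log2 scale, limma with 2 arrays per time). At 6 h 42 were higher (median 0.55, 53 over the list alone), and at 12 h 8 were higher and 30 lower (median -0.28). Of 10 protein phosphatase probe sets, 3 rose at 3 h (3 higher and 0 lower when adjusted over the list alone, median 0.22) and 4 fell at 24 h. Members were chosen on these arrays, so the counts are not independent evidence.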

Calmodulin-binding family protein, such as calcium-dependent protein kinase or calmodulin-like domain protein kinases (CDPKs) are essential sensor-transducers of calcium signalling pathways in plants [33]. 

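CPK32 was higher at 3 h by 0.66 on the log2 scale (SE 0.14, n = 2 arrays per time, adjusted p = 0.0356 from limma), a call lost without 0 h replicate 1. The calmodulins SCAM-4 and SCAM-5 were instead lower at 0.5 h, at -1.58 and -1.35 (SE 0.22 and 0.17, adjusted p = 0.0123 and 0.00775). Of 29 calcium-binding probe sets of Additional file 7, 15 rose and the other 14 did not pass the test at 3 h (18 higher and 0 lower when adjusted over the list alone, median 0.60), and 15 fell from 3 to 12 h while 2 rose. As members chosen for their rise on these arrays, they are not independent evidence. Of 21 calcium sensors and calcium-dependent kinases chosen by gene symbol, 4 fell and the other 17 did not pass the test at 3 h (0 higher and 5 lower when adjusted over the list alone, median -0.10, which turned positive under another scaling). At 0.5 h 3 fell (1 higher and 5 lower when adjusted over the list alone, median -0.13, adjusted p = 0.0155 from limma's camera with a preset correlation, and adjusted p = 0.564 with an estimated correlation), a shift lost without 0 h replicate 2 or 0.5 h replicate 2.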

Their up-regulation at the early stage endorsed the trigger of downstream components to cope with the stressful condition.

It is noteworthy that members of the 14-3-3 family protein were also up-regulated at the early stage of NaHCO_3 _stress. 

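14-3-3 proteins bind phosphorylated partners. SGF14n, 1 of the 14 probe sets with a 14-3-3 gene symbol, was lower at 3 h (-0.96 on the log2 scale) and 6 h (-1.09, SE 0.36, n = 2 arrays per time, adjusted p = 0.143 and 0.0873 from limma), and its call at 3 h was lost without either array at 0 h. No probe set of this list was higher at any time by limma, and the median of the list was 0.06 at 0.5 h, -0.09 at 3 h and 0.03 at 6 h, with a sign that turned under another scaling at each of these times and differed from the direction of the test. At an unadjusted p under 0.05 there were 0 higher and 1 lower at 3 h and 0 higher and 2 lower at 6 h. The methods' test, with Benjamini-Hochberg adjustment in place of the q value, called 1 of this list at 6 h, a lower one. At 3 h it called 0 of the list but only 2 of all probe sets tested, so it cannot decide at that time. Of the 3 14-3-3 probe sets in Additional file 7, 0 were called by limma at any time. Their median was 0.17 at 3 h and 0.14 at 6 h, and 1 was higher at 3 h at an unadjusted p under 0.05. At 6 h, where the methods' test with that adjustment called 977 of all probe sets tested, it called 0 of these 3. All 3 fell from 3 to 12 h when these times were compared directly (median -0.47). They were chosen on these arrays and are not independent evidence.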

14-3-3 family proteins, for its specific phosphoserine/phosphothreonine-binding activity [34], are thought to be involved in a large range of abiotic signalling processes and to interact with many regulatory proteins like transcription factors, plasma membrane H^+^-ATPase, ion channels, ascorbate peroxidase (APX) and abscisic acid (ABA) [35-38].

### Transcription factors

As above, two processes, transcription and transport, emerged at earlier time points. Probe sets up-regulated before 6 h were listed in Additional file 7. 

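Of the 147 transcription factor probe sets of Additional file 7, 52 were higher and 2 lower at 3 h (63 higher and 5 lower when adjusted over the list alone, median 0.50 on the log2 scale), and 65 rose and the other 82 did not pass the test at 6 h (72 higher and 1 lower when adjusted over the list alone, median 0.54), by limma with 2 arrays per time. In total 87 were higher at 3 or 6 h, and 55 of these were lower at 12 or 24 h. Already at 0.5 h 23 were higher and 4 lower. From 6 to 12 h 97 fell and 1 rose. Since the study chose them for a rise at 0.5, 1, 3 or 6 h on these arrays, the counts are not independent evidence.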

According to the putative annotation assigned by homology search with genes in *Arabidopsis *Gene Regulatory Information Server [39,40], 147 transcription factors representing 29 different families were found to be induced at earlier stage of stress treatment (3 h and 6 h). These transcription factor families were compared (Figure 8) to identify families playing main roles at earlier stress response.

**Figure 8:**
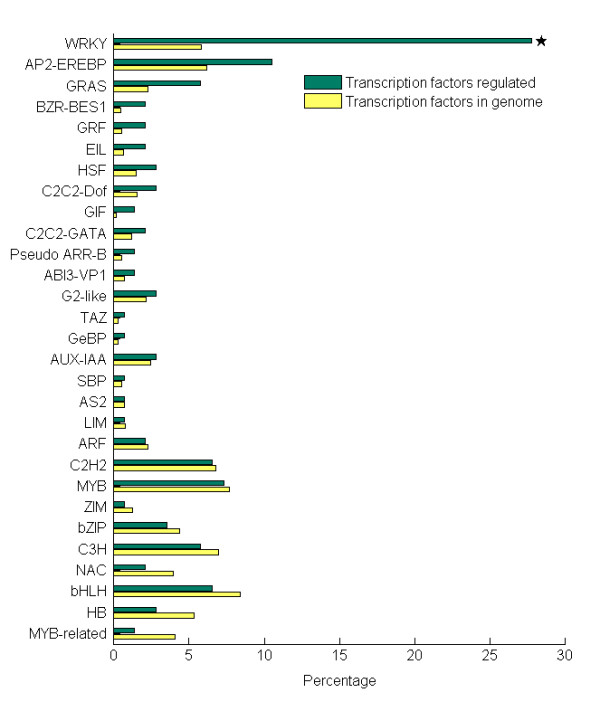
**Transcription factors families of the up-regulated genes at the early stage of NaHCO_3 _treatment**. There are 29 transcription factors families. Transcription factors families for gene group induced at 3 h and 6 h of NaHCO_3 _stress treatment (total number, 147) (green bars) and for whole genome genes (yellow bars) were shown with their percentages. Transcription factors family significantly over-represented in the respond group was shown with asterisk (P < 0.01, FDR < 0.05).

Plant WRKY transcription factor superfamily are known to be involved in biotic [41] and abiotic stress [4] response, and in developmental processes [42]. However, their roles in mediating plant alkaline stress response are largely unknown. Recently, 64 *GmWRKY *genes were identified from soybean [43], and 30 probe sets representing 15 WRKY family members were quickly induced at early time point before decreasing at later time points. This pattern was similar to WRKYs expression pattern in response to other biotic or abiotic stresses in numerous plant species [42].

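The WRKY53 probe set that led at 0.5 h, higher at 3 h by 1.90 on the log2 scale, was lower by 2.06 at 24 h (SE 0.26, n = 2 arrays per time, adjusted p = 0.0143 and 0.00107 from limma) and fell by 2.86 between 3 and 12 h. A further WRKY53 probe set rose at 0.5 h (2.31), 1 h (1.66) and 3 h (1.54) and was lower at 12 h (-1.37) and 24 h (-2.22, SE 0.27). WRKY12 fell by 1.49 at 12 h (adjusted p = 0.00554). Of the 32 WRKY probe sets of Additional file 7, 21 rose and the other 11 did not pass the test at 3 h (22 higher and 1 lower when adjusted over the list alone, median 0.83), 19 fell at 12 h (median -0.72, 20 over the list alone) and 30 fell from 6 to 12 h. They were chosen on these arrays for their rise and are not independent evidence. Of the 90 WRKY probe sets chosen by gene symbol, 6 were higher and 2 lower at 0.5 h (9 higher and 2 lower when adjusted over the list alone), 18 and 2 at 3 h (26 higher and 5 lower when adjusted over the list alone, median 0.25, adjusted p = 3.51e-06 from limma's camera with a preset correlation, and adjusted p = 0.515 with an estimated correlation) and 3 and 38 at 24 h (median -0.46, 3 higher and 43 lower when adjusted over the list alone).

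**Figure D4:**
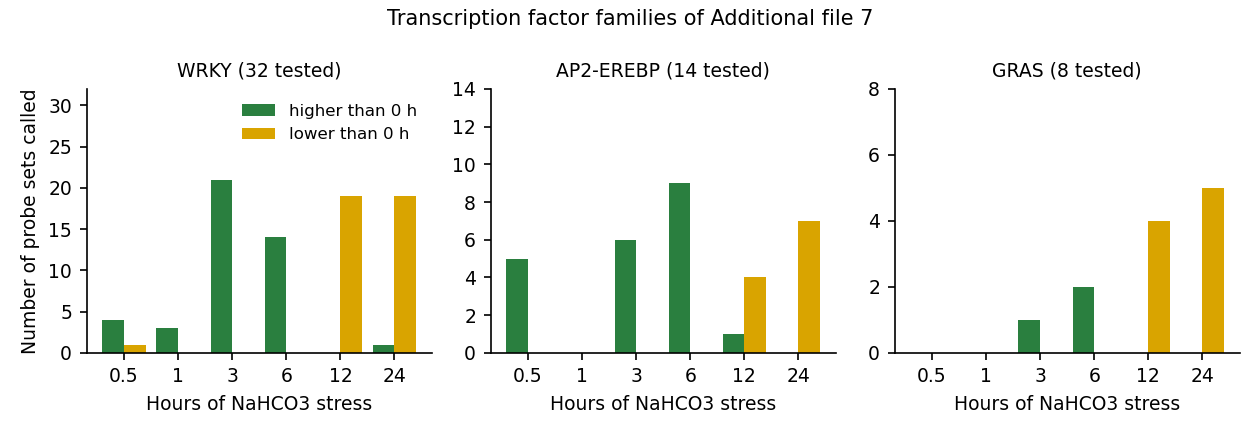
Number of probe sets called higher and lower than at 0 h (y-axis) at each stress time in hours (x-axis) for the WRKY, AP2-EREBP and GRAS families of Additional file 7, which were chosen on these arrays and are not independent evidence. WRKY calls turn from 21 higher at 3 h to 19 lower at 12 h.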

Similar to the WRKY superfamily, AP2-EREBP family are well known for their important functions in plant growth and development, especially in hormonal regulation and in environmental stress response [43,44]. 

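ATERF1, an ethylene response factor, rose by 2.11 on the log2 scale at 3 h and 2.60 at 6 h and fell by 3.10 from 6 to 12 h (SE 0.37, n = 2 arrays per time, adjusted p from limma 0.0238, 0.00332 and 0.000668). ATERF-9 was higher from 0.5 h (1.10) to 6 h (1.51, SE 0.19). A putative ethylene-responsive factor rose at 3 h (1.36, adjusted p = 0.0581) and 6 h (1.75) and was lower at 12 h (-1.25, SE 0.35), and its call at 3 h was lost without any 1 array at 0 or 3 h. Of the 14 AP2-EREBP probe sets of Additional file 7, 6 rose and the other 8 did not pass the test at 3 h (6 higher and 0 lower when adjusted over the list alone, median 0.58), and 9 rose at 6 h (median 1.07, 10 over the list alone). At 12 h 1 was higher and 4 lower (1 higher and 4 lower when adjusted over the list alone), with a median of -0.01 that turned positive under quantile normalization (0.16) and median centring (0.12), while 10 fell from 6 to 12 h. Their selection on these arrays means they are not independent evidence.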

Our results showed that transcripts encoding AP2-EREBP family proteins increased drastically after 3 h, and rapidly decreased after 12 h of stress treatment.

Although a member of GRAS family proteins seems to be involved in development and other processes, such as rhizobial Nod factor-induce [45], SHORT-ROOT movement[46], GA3 induction [47] and drought stress [48], very little is known about their physiological roles under saline or alkaline stress. The stress modulated expression of GRAS genes suggested they may be important in NaHCO_3 _stress response. 

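PAT1, a GRAS factor, rose by 0.76 on the log2 scale at 3 h and fell by 1.30 at 12 h (SE 0.15, n = 2 arrays per time, adjusted p = 0.0333 and 0.000699 from limma), and its call at 3 h was lost without 0 h replicate 1 or 3 h replicate 2. Of the 8 GRAS probe sets of Additional file 7, 1 was higher at 3 h (2 higher and 1 lower when adjusted over the list alone, median 0.46), 2 were higher at 6 h (median 0.25), 4 were lower at 12 h (median -0.65) and 5 at 24 h (median -0.81). The study chose them on these arrays, so they are not independent evidence. The paper proposes from this modulation that GRAS genes may matter in the response to NaHCO3.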

A full list of GRAS family proteins in soybean still needs to be identified systematically.

In addition, the BZR1 and BES1 protein regulate subsets of BR-responsive genes as downstream signalling components [49] and are considered to mediate responses to other stimuli as well. 

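BES1-4, a transcription factor of brassinosteroid signalling, was higher at 0.5 h (1.67 on the log2 scale, adjusted p = 0.0221 from limma), 6 h (1.16), 12 h (1.20) and 24 h (1.07, SE 0.27, n = 2 arrays per time), but not at 3 h (0.50). Its call at 6 h was lost without 6 h replicate 2. Of the 3 BZR-BES1 probe sets of Additional file 7, 2 were higher at 0.5 h (median 0.92, 2 higher and 0 lower when adjusted over the list alone) and 1 at 6 h, and at 12 h 2 were higher and 1 lower. These 3, chosen on these arrays, are not independent evidence. Of 7 BES1 probe sets chosen by gene symbol, 1 was higher and 3 were lower at 12 h (1 higher and 3 lower when adjusted over the list alone, median -0.39, adjusted p = 0.847 from limma's camera with a preset correlation, and adjusted p = 0.953 with an estimated correlation).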

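EIN3, a transcription factor of the EIL family in ethylene signalling, was higher at 0.5 h (0.86 on the log2 scale), 6 h (0.56, adjusted p = 0.105 from limma) and 12 h (0.70, SE 0.20, n = 2 arrays per time), and did not pass the test at 3 h (0.51, adjusted p = 0.156). Its call at 6 h was lost without any 1 of the 4 arrays at 0 and 6 h. Of the 3 EIL probe sets of Additional file 7, 1 was higher at 6 h by limma (median 0.59). At 3 h 0 were called by limma (median 0.67, 1 higher and 0 lower when adjusted over the list alone). At an unadjusted p under 0.05, 1 was higher at 3 h. The methods' test with Benjamini-Hochberg adjustment called 0 of the 3 at 3 h. It called only 2 of all probe sets tested at 3 h, so it cannot decide at that time. The family was chosen on these arrays and is not independent evidence.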

The ethylene-insensitive3-like (EIL) transcription factor, which participates in ethylene signalling pathway [50], was also induced at the early stage of NaHCO_3 _stress treatment.

14-3-3 proteins are known to regulate several cellular processes and therefore are called as General Regulatory Factors (GRFs) [51]. We found that *GRF *family genes were up-regulated from 0.5 to 6 h, and decreased after 12 h. 

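The 3 GRF probe sets of Additional file 7 are described there as growth-regulating factors 1, 2 and 5 of Arabidopsis. AtGRF1 stood at -1.01 on the log2 scale at 0.5 h and 0.02 at 3 h, neither of which passed the test, and rose by 1.28 at 6 h (SE 0.38, n = 2 arrays per time, adjusted p = 0.0648 from limma). AtGRF2 rose by 0.97 (SE 0.28, adjusted p = 0.0591) and AtGRF5 by 0.45 (SE 0.18, adjusted p = 0.142) at 6 h. AtGRF2 and AtGRF5 were lower at 24 h (-0.96 and -0.48), and all 3 fell from 12 to 24 h. At 0.5, 1 and 3 h 0 of the 3 were called by limma, and at an unadjusted p under 0.05 0 were higher and 2 lower at 0.5 h, and none moved at 1 or 3 h. The methods' t-test with Benjamini-Hochberg adjustment called 0 at each time. It called 0 of all probe sets tested at 0.5, 1 and 24 h, 2 at 3 h and 6 at 12 h, so it cannot decide at these times. The family median was 0.97 at 6 h (3 higher and 0 lower when adjusted over the list alone) and 0.53 at 12 h. The calls of AtGRF1 and AtGRF5 at 6 h were lost without either array at 0 or 6 h, and that of AtGRF2 without 0 h replicate 2 or either array at 6 h. The members were chosen on these arrays and are not independent evidence.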

Recent investigation of 14-3-3 gene expression profile showed that they are also regulated by salt stress [52-54] and alkaline stress [11,12].

### MicroRNAs

Several stress-specific microRNAs have been identified in plants under various abiotic stresses, including nutrient deficiency [55,56], drought [57,58], cold [59], high salinity [58,60,61], UV-B radiation [62] and mechanical stress [63]. Some microRNA targets are stress-related genes, suggesting that microRNAs play important roles in plant stress response [64].

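The probe set of miR162 was lower at 24 h by 0.44 on the log2 scale (SE 0.18, n = 2 arrays per time, adjusted p = 0.134 from limma), a call lost under many of the alternatives. Of the 11 microRNA probe sets of the study, 2 fell and the other 9 did not pass the test at 3 h. At 6 h 1 was higher and 4 were lower, at 12 h 3 fell, and at 24 h 1 was higher and 3 were lower. At 0.5 and 1 h 1 fell. Probe sets on this array match precursor transcripts and measure those rather than the mature microRNA. The study chose the 11 from these arrays, and the counts are not independent evidence.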

A BLASTn [65] search against 78 pre-microRNAs in miRBase (Release 13.0, March 2009) [66-69] identified 30 microRNAs in the microarray, among which 11 were called Present and were modulated by NaHCO_3 _stress. Hierarchical clustering using the average expression value of these 11 microRNAs identified 4 distinctive patterns as illustrated in Figure 9. MiR398, miR1507a, miR1507b and miR156a were reduced after 3 h and increased after 12 h. 

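miR156a was lower at 3 h (-1.56 on the log2 scale), 6 h (-1.59) and 12 h (-1.71, SE 0.31, n = 2 arrays per time, adjusted p from limma 0.0313, 0.0114 and 0.00587) and rose by 1.26 from 12 to 24 h (adjusted p = 0.022), when it no longer differed from 0 h (-0.45). miR1507b fell at 3 h (-0.72) and 6 h (-0.56) and rose by 0.48 from 3 to 12 h (SE 0.20, adjusted p = 0.0959). miR1507a did not pass the test at 3 h (-0.63), fell at 6 h (-0.78, adjusted p = 0.131), rose by 1.04 from 6 to 12 h and was lower again at 24 h (-0.76, SE 0.30). miR398 did not pass the test at 3 h (0.37) or 12 h (0.41) and was higher at 24 h (1.62, SE 0.60, adjusted p = 0.106). The calls of miR1507b at 3 and 6 h were lost without either array at 0 h, those of miR1507a under both other scalings, and that of miR398 at 24 h without either array at 0 h or 24 h replicate 2.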

Mir398 targets two Cu/Zn superoxide dismutases (CSD1 and CSD2) and was reported to decrease dramatically under oxidative stress in *Arabidopsis *[70]. MiR156a was increased under salt stress in *Arabidopsis*, and targets 2 SBP family transcription factors which play essential role in vegetative phase change and root development [59]. MiR1507a and miR1507b were known to be involved in nitrogen fixation in soybean nitrogen-fixing nodules [71]. 

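miR167c was higher at 6 h by 0.79 on the log2 scale (SE 0.29, n = 2 arrays per time, adjusted p = 0.117 from limma) and had risen by 1.53 since 3 h (adjusted p = 0.0204). Its call at 6 h was lost without any 1 of the arrays at 0 and 6 h. miR2108b stood at 0.25 at 6 h and did not pass the test (SE 0.14, adjusted p = 0.311).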

Similar to the observation in *Arabidopsis *[59], MiR167c and miR2108b were significantly up-regulated at 6 h. MiR166a, miR168 and miR2108a form a cluster with distinctive dynamic pattern (decreased after 0.5 h, followed by an increase after 3 h before a decrease after 6 h). 

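miR166a was lower at 0.5 h (-1.31 on the log2 scale) and 1 h (-1.59), recovered by 1.00 from 1 to 3 h, fell by 0.96 from 3 to 6 h, and was lower at 6 h (-1.55) and 24 h (-1.73, SE 0.27, n = 2 arrays per time, adjusted p from limma 0.0471 at 0.5 h and 0.00272 at 24 h). The call at 0.5 h was lost without 0 h replicate 2 or 0.5 h replicate 1. miR168 did not pass the test at 0.5 h (-0.42) and fell at 12 h (-0.65, SE 0.25, adjusted p = 0.121), a call lost under both other scalings. miR2108a did not pass the test at 0.5 h (-1.47, SE 0.58, adjusted p = 0.245) or at 6 h (0.46).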

MiR168 has been reported to be salt stress regulated and target to ARGONAUTE1, which is related to plant development [59,72]. The stress modulated miRNAs suggest their possible roles in alkaline stress.

**Figure 9:**
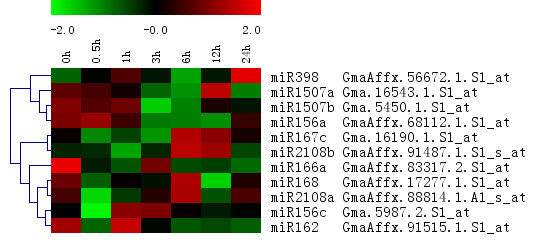
**Expression profile of pre-microRNAs under NaHCO_3 _stress**. The pre-microRNAs probe sets were annotated with the predicted microRNAs. Pearson correlation Hierarchical clustering of averaged expression value from two biological replicates was shown.

## Conclusions

This is the first comprehensive transcriptome profiling analysis of wild soybean root under alkaline stress. The current knowledge about plant alkaline stress response is limited and we provide a list of genes showing dynamic expression change under NaHCO_3 _stress. Functional characterization of these genes highlights the common and distinctive mechanisms underlying plant response to alkaline and other abiotic stress. Most of the alkaline-modulated genes are involved in metabolism, energy, signal transduction and transcription. Some molecular processes, such as signal transduction, secondary metabolism, and regulation of transcription, were induced at earlier time points. Genes involved in these processes accomplished their regulatory mission and decreased after 12 h. As a result, protein synthesis and energy metabolism were induced. These data indicate that the cellular pathways respond to the NaHCO_3 _stress as a cascade process.

## Methods

### Plant material, growth conditions, and stress treatments

*Glycine soja *L. seeds were grown in a culture room with the following settings: 60% relative humidity, 24°C and a light regime of 16 h light/8 h dark. The light source SON-T ARGO 400 W generated constant illumination of 30000 lx. Before sowing, seeds of *Glycine soja *L. G07256 were shaken for 10 min in 98% sulfuric acid. Subsequently, seeds were washed five times with sterile water. Thirty seeds were placed on each petri dish to accelerate germination for 2 days. Germinated seedlings were then transferred into the growth boxes containing 1/4 strength Hoagland's solution. Nineteen days after sowing, seedlings in the stress treatment group were transferred into 1/4 strength Hoagland's solution with 50 mmol/L NaHCO_3 _(pH 8.5) before exposure to light condition for 3 h.

### Tissue harvest and RNA isolation

Roots from 3 cm root apex were harvested in two independent biological replicates after 0, 0.5, 1, 3, 6, 12 and 24 h treatment with 50 mmol/L NaHCO_3 _stress under the same light condition. Samples were immediately frozen in liquid nitrogen, and stored at -80°C. To minimize biological variance, roots from three plants originating from the same experiment, condition and cultivar were pooled, and the extracted RNA was used for microarray hybridization. Total RNA was extracted from frozen roots with TRIzol (Invitrogen, Carlsbad, CA) according to the instructions from the manufacturer. RNA integrity was evaluated on agarose gels electrophoresis and absorbance 260/280 ratios between 1.8 and 2.2 were typically obtained.

For QRT-PCR experiments, reverse transcription was carried out using the SuperScript^® ^III First-Strand Synthesis System (SKU# 18080-051, Invitrogen) according to the manufacturer's instructions. Prior to the QRT-PCR assays, the quality of the cDNA was assessed by PCR with gapdh-specific primers to test for genomic DNA contamination.

### DNA chip hybridization

GeneChip^® ^Soybean Genome Array (Cat. # 900526; Affymetrix^®^; Santa Clara, CA, USA) containing 37,744 *Glycine max *probe sets (35,611 transcripts) was used for microarray analysis. This high-density array consists of 11-probe pair (25 bp per oligonucleotide) and provides multiple independent measurements for each individual transcript. cDNA labelling and Affymetrix^® ^hybridization was carried out by Gene Tech Biotechnology Company Limited (Shanghai, China) according to a Affymetrix^® ^protocol (Affymetrix^®^, Santa Clara, CA) outlined in [73].

### Microarray Data Analysis

The computation of expression values were conducted using dChip software [74] (Cheng Li Lab, Harvard). We adopted a sample wise normalization to the median probe cell intensity (CEL) of all 14 arrays. For each sample, the median CEL intensity of one replicate was scaled to the median CEL intensity of all arrays and defined as baseline. The remaining replicates of each sample were normalized to the baseline applying an Invariant Set Normalization Method [75]. Model-based gene expression was obtained from normalized CEL intensities based on a Perfect Match-only model [75]. The quality of each repeated experiment was tested by performing a Pearson's Correlation of signal intensities. Present/Absent/Marginal calls were generated from scanned arrays using Affymetrix^® ^GCOS 1.4 software. Only genes present at least in one of the two biological replicates of each time point were considered as Present [76].

Two types of analysis were conducted to identify differentially expressed genes. First, two-sample t-test was used to evaluate differential expression of genes between each time point (P < 0.05) [77]. The data were further filtered based on the False Discovery Rate (FDR, q value < 0.15) [78,79]. Second, Edge [80,81] time course methodology was used to test for genes with changed expression changes over time (q value < 0.001). Hour was chosen for class variable and covariate giving time points; Differential Expression Type was Time course; Spline type was Natural cubic spline.

Pearson correlation Hierarchical Clustering and K-Means Clustering were performed with TM4: MeV 4.3 [82,83]. Details of the GeneChip^® ^soybean genome array are available at the Affymetrix^® ^website [84]. The annotation and functional categories for these transcripts were assigned based on the Soybean GeneChip^® ^annotation file (Updated Oct. 2007) and *Arabidopsis *ATH1 array annotation file (Updated Sept. 2007) [85]. To assess the significance of over-represented GO terms or the transcription factor families in the list of the regulated genes against the genome, Fisher's Exact Test (p < 0.01) [86] and Benjamini and Hochberg method (FDR < 0.05) [79] were used. The visualization of profiling data sets in the context of existing knowledge (pathway) was performed with MapMan [23,24]. The mapping file is Gmax_AFFY_09 (1.0).

### Real-time quantitative PCR

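On the 14 arrays, gapdh lay between 3100 and 4610 on the linear scale, a coefficient of variation of 0.114 (0.0987 over the time point means). The average fold change against 0 h was 1.13. Its log2 change was largest at 6 h (0.35, SE 0.16, n = 2 arrays per time, adjusted p = 0.222 from limma), and it was not called at any time or over the time course (adjusted p = 0.422).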

The glyceraldehyde-3-phosphate dehydrogenase (gapdh, AFFX-r2-Gma-gapdh-M_at, accession # DQ355800) was used to normalize all values in the QRT-PCR assays, because it exhibited the lowest variation in expression values throughout the NaHCO_3 _treatment (average fold change = 1.096, coefficient of variation = 0.114). Primers for QRT-PCR were designed using Primer3 software [87]. Primer sequences were listed in Additional file 8.

QRT-PCR reactions based on SYBR Green fluorescence were performed using SYBR GreenER™ using qPCR SuperMix Universal (SKU# 11762-500, Invitrogen) on a Bio-rad iQ5 Real-Time PCR Detection System with iQ™5 Optical System Software Version 2.0 (BIO-RAD, HERCULES, CA, USA) following the manufacturer's instructions. One microliter of synthesized cDNA (diluted 1:10) was used as template. The preset cycling parameters for a SYBR Green experiment with a dissociation curve were used. The analysis term settings were set at an amplification-based threshold, an adaptive baseline, and a moving average. The amplification efficiencies were determined by analyzing the standard curves generated from triplicate series of five cDNA template dilutions. The iQ™ 5 Optical System Software Version 2.0 plotted the known starting quantities against the measured Ct values and generate the standard curve. The amplification reactions were consisted of a 2-min denaturing step at 95°C, followed by 40 cycles at 95°C for 10 s, 60°C for 30 s and 70°C for 30 s, end with melting curve program 70°C for 30 s. Three replicate reactions per sample were used to ensure statistical significance. The RNA from each sample was analyzed simultaneously. Expression levels for all candidate genes were computed based on the stable expression level of the reference gene according to Pfaffl method [88].

## Authors' contributions

YG conceived of the study, participated in its design, carried out the material preparation, microarray data analysis and drafted the manuscript, participated in QRT-PCR. YL conceived of the study, participated in its design and assisted with statistical analysis. XB participated in its design and coordination. DKL assisted with the program composition and pre-microRNA prediction. WJ participated in QRT-PCR. HC participated in its coordination. YMZ and DJG conceived of the study, participated in its design and coordination, and helped with the manuscript editing. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Assessment of the replicated experiments using Pearson's correlation analysis**. X and Y-axis represent the two replicates at each time point. The colour of each square denotes the Pearson's correlation coefficient of the two experiments as indicated in the legend. Click here for file

Additional file 2 **Differentially expressed genes at each time point after NaHCO_3 _stress**. Total number of genes differentially up- and down-regulated in roots under 50 mmol/L NaHCO_3 _stress treatment compared with the sample without stress (P < 0.05, q < 0.15). The Probe sets were annotated based on the Soybean GeneChip^® ^annotation file (Updated Oct. 2007). The fold value was counted using the average expression value between the sample after stress and control. Click here for file

Additional file 3 **Differentially expressed genes throughout the NaHCO_3 _stress period**. Time course analysis revealed 1592 probe sets (q < 0.001) displaying significantly changed expression. Rank was ordered by Q-value. Click here for file

Additional file 4 **Hierarchical cluster analysis of genes differential expressed throughout the NaHCO_3 _stress period**. Pearson correlation Hierarchical clustering of averaged expression value from two biological replicates was shown. Click here for file

Additional file 5 **List of genes in each cluster from K-means clustering**. Pearson correlation K-Means Clustering of averaged expression value from two biological replicates was shown. Click here for file

Additional file 6 **Pathway visualized with MapMan**. Pathways up/down regulated at 3 h, 6 h, 12 h, and 24 h were shown. Click here for file

Additional file 7 **Probe sets up-regulated at certain time point before 6 h NaHCO_3 _stress**. Probe sets significantly up-regulated at 0.5 h, 1 h, 3 h or 6 h under 50 mmol/L NaHCO_3 _stress treatment were listed (P < 0.05, q < 0.15). Click here for file

Additional file 8 **Genes and primer sequences used in the QRT-PCR assays**. Genes, their primer sequences and their sodic stress response patterns were listed. Click here for file

# Supplementary material for: Global transcriptome profiling of wild soybean (Glycine soja) roots under NaHCO3 treatment
**Source:** BMC Plant Biol. 2010 Jul 26;10:153. doi: 10.1186/1471-2229-10-153
**Supplement:** Additional file 1 — Assessment of the replicated experiments using Pearson's correlation analysis. X and Y-axis represent the two replicates at each time point. The colour of each square denotes the Pearson's correlation coefficient of the two experiments as indicated in the legend.

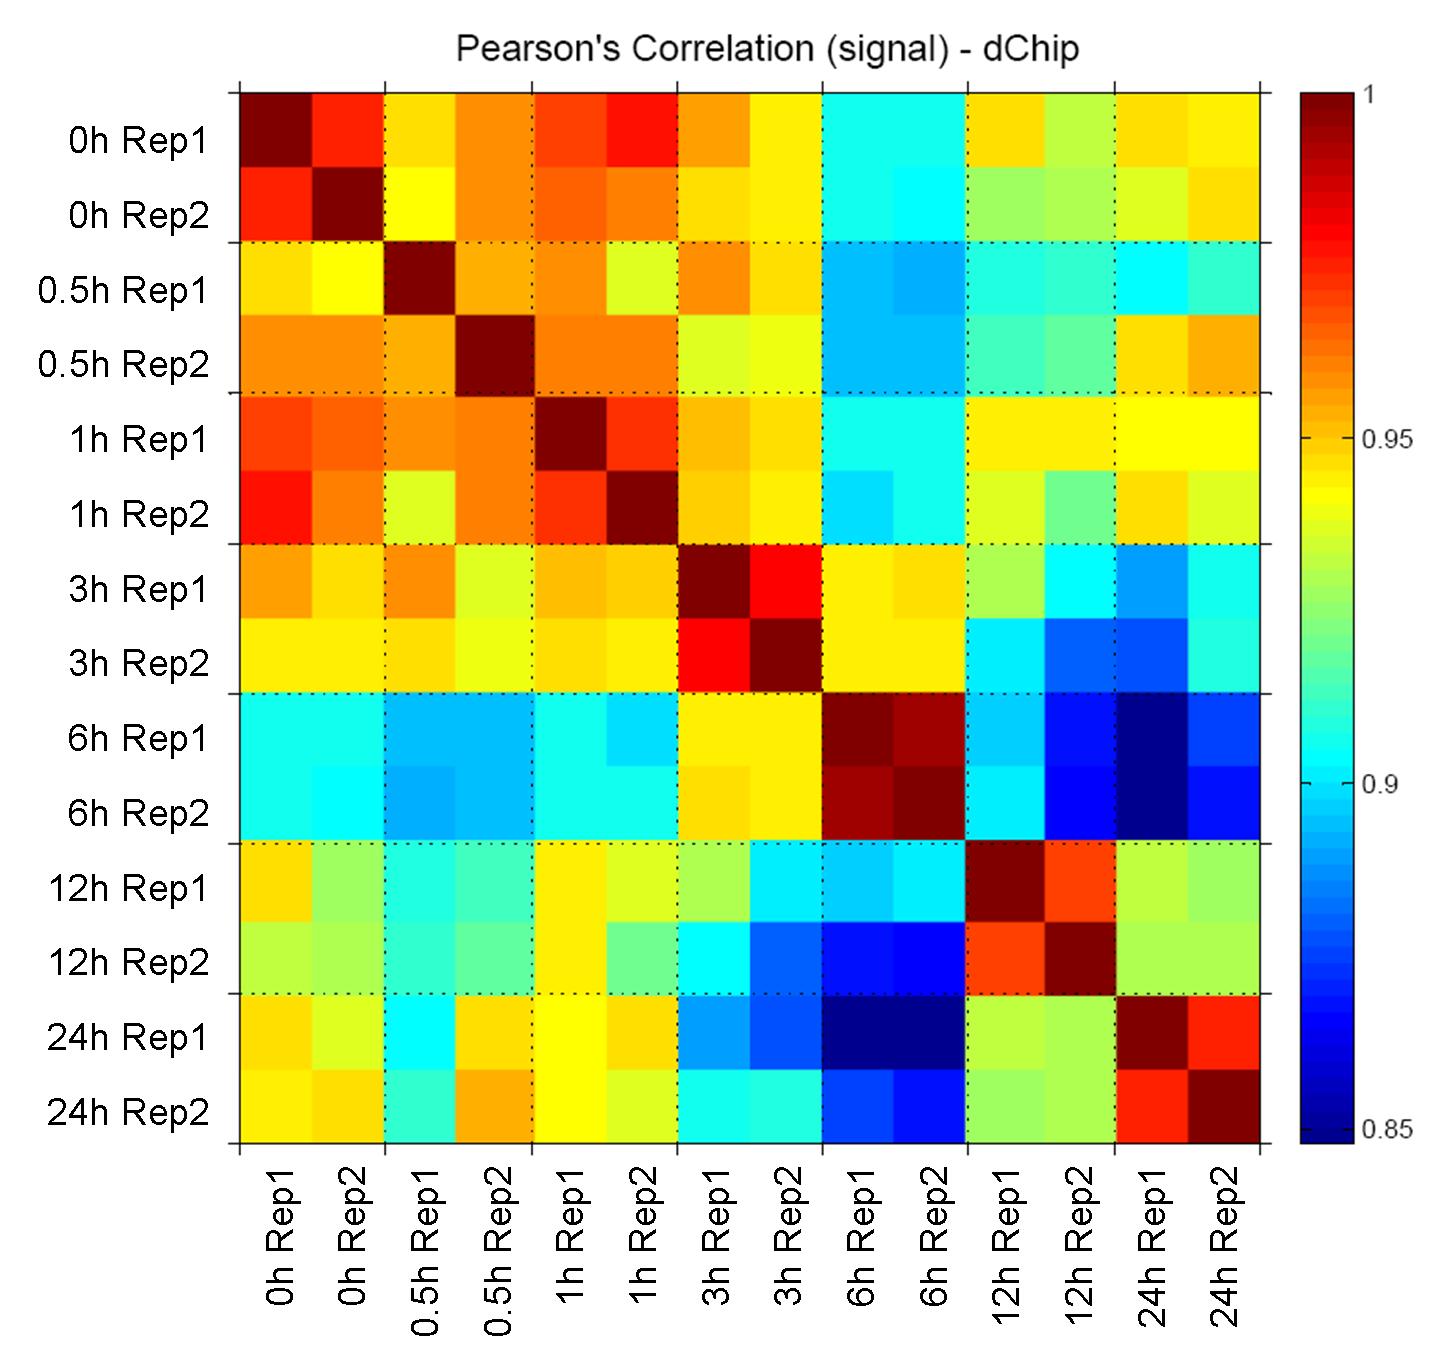

Additional file 1 --- Assessment of the replicated experiments using Pearson's correlation analysis.

X and Y-axis represent the two replicates at each time point. The color of each square denotes the Pearson's correlation coefficient of the two experiments as indicated in the legend.

# Supplementary material for: Global transcriptome profiling of wild soybean (Glycine soja) roots under NaHCO3 treatment
**Source:** BMC Plant Biol. 2010 Jul 26;10:153. doi: 10.1186/1471-2229-10-153
**Supplement:** Additional file 6 — Pathway visualized with MapMan. Pathways up/down regulated at 3 h, 6 h, 12 h, and 24 h were shown.

## Slide 1

#
3h
6h
12h
24h
Additional file 6 A. Genes up/down regulated in the overview of metabolism.

## Slide 2

#
3h
6h
12h
24h
Additional file 6 B. Genes up/down regulated in the JA synthesis.

## Slide 3

#
3h
6h
12h
24h
Additional file 6 C. Genes up/down regulated in the overview of regulation.

## Slide 4

#
3h
6h
12h
24h
Additional file 6 D. Genes up/down regulated in the transcription.

## Slide 5

#
3h
6h
12h
24h
Additional file 6 E. Genes up/down regulated in the RNA-protein synthesis.

How the deposited data were processed for this re-analysis (not part of the article)

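The values were taken from the deposited table of 14 Affymetrix Soybean Genome arrays. The authors computed the deposited intensities with dChip (perfect-match probes only, a linear model), after 1 array of each time point had been scaled to the median probe intensity of all 14 arrays and the other array of that time point had been fitted to it by an invariant set. The deposited intensities are linear, and log2 values were made here from intensities of at least 1, lower ones being raised to 1. No value was normalized again, except in the alternatives with quantile normalization or centring of each array on its median.

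Soybean probe sets were tested if their mean log2 intensity over all arrays lay above the 95th percentile of the probe sets of Phytophthora sojae and Heterodera glycines, and if the median over the 7 time points of SD/mean of the replicates was above 0 and under 0.5. Control probe sets other than gapdh were left out. Present calls were not used here, nor were the QRT-PCR values.

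Each stress time was compared with 0 h, and some stress times with each other, by limma 3.58.1 in R 4.3.3, in 1 fit of 7 groups over all 14 arrays without covariates. The prior degrees of freedom were 3.24. Probe sets were called at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.15, the limits of the paper. Changes over the time course were tested with a natural cubic spline of 4 degrees of freedom at an adjusted p under 0.001, where the paper used EDGE, which was not used here. K-means took 8 clusters and 100 starts. The test, its limits, the 44 word patterns of gene lists and 19 kinds of alternative were set before the data were examined.

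Gene lists were counted by calls over all tested probe sets and by calls adjusted over the list alone, and tested against all other probe sets by limma's camera with a preset correlation of 0.01, beside a correlation estimated per list. Lists of under 5 tested probe sets were not tested. The 44 word patterns set beforehand were written for gene titles. The annotation of the array used here holds symbols instead, so 28 symbol patterns were written once it was seen and before any list was tested, and 7 of the earlier patterns, which match symbols as well (WRKY, MYB, NAC, bZIP and AP2/ERF factors, heat shock proteins and heat stress factors), were used as they stood. Drafts for symbols of these 7 lists were dropped after their results had been seen. Of 37593 soybean probe sets 8681 have 1 symbol, so the lists cover part of each family. The lists of the study (clusters, categories, sub-categories and families) were chosen on these arrays and were counted only. No enrichment test was run on them.

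Named genes are those the paper names, the 5 largest rises and 5 largest falls at each stress time among described probe sets, up to 3 members of each list at the time with most calls, and up to 3 members of the transcription factor families discussed. Members of the lipoxygenase and 12-oxophytodienoate reductase groups outside that rule were chosen after the values were seen. Probe sets are given by symbol or by the description in the study's tables.

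The paper calls the 2 arrays of a time point independent biological replicates, each from a pool of 3 plants. The p-values rest on the spread between the 2 pools of a time point, after 1 array had been fitted to the other. Technical differences between time points do not enter this spread. The spiked poly-A controls, for example, lay at 5.96 and 5.94 on the log2 scale at 0 h and at 8.66 and 8.43 at 3 h. With 2 arrays per time the precision of every estimate is limited. Over 21 pairs of time points the correlation of replicate differences lay between -0.349 and 0.295, over 0.1 in 6 of them. Replicates were not paired, and a fit with the replicate number as a block is among the alternatives.

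The procedure was tried on simulated data of this design. At 12 h it found 52 of 100 probe sets changed by 1 on the log2 scale and 91 of 100 changed by 2, and called 34 unchanged ones, among 28567 probe sets simulated in all. The time course test found 1 of 100 and 41 of 100 and called 0 unchanged ones. Camera with the preset correlation found 20 of 20 lists of 20 probe sets shifted by 0.5 and 0 of 20 lists that were not shifted. The simulated probe sets varied independently, so this trial cannot show how camera behaves for lists of correlated genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.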

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

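The test without the array 12 h replicate 2 was chosen only after the result was seen, as were the check with an array at 12 h held out, the grouping of jasmonate genes and the comparison of 6 with 0.5 h.

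Part of the changes at 12 h had turned by 24 h, when both times were compared directly by limma. Of the 2271 probe sets higher at 12 h, 1407 were lower at 24 h than at 12 h, and of the 4673 lower at 12 h, 1802 were higher at 24 h than at 12 h. Both comparisons use the same arrays at 12 h, and noise on these adds to such counts. With probe sets called without 12 h replicate 1 or 2 and the change to 24 h taken from the array left out, 74.5 and 79.9% of those higher fell, against 54.6 and 59.9% of all probe sets tested, and 55.3 and 61.1% of those lower rose (median 0.11 and 0.20 on the log2 scale). A technical difference shared by both arrays at 12 h would remain in this check. The clock gene LHY changed by -3.52 on the log2 scale at 12 h and rose by 3.97 from 12 to 24 h (SE 0.18, n = 2 arrays per time, adjusted p = 3.3e-06), while LUXC, an evening gene of the clock, was higher at 12 h (2.16) and fell by 2.65 (SE 0.27). Of 6 clock probe sets 1 was higher and 3 lower at 12 h (1 higher and 3 lower when adjusted over the list alone, median -1.77, adjusted p = 0.0346, and 0.429 with an estimated correlation), a shift lost without 12 h replicate 1, and 4 rose and 1 fell by 24 h (median 2.07). The 5 clock probe sets of the study's descriptions, chosen on these arrays, moved otherwise, with 1 higher and 0 lower at 12 h (median -0.01), 5 that fell from 12 to 24 h (median -1.20) and 4 lower at 24 h than at 0 h (median -1.36), although these times share the hour of day. Of 16 heat shock protein probe sets 11 were lower and none higher at 12 h (13 lower when adjusted over the list alone), and 15 rose from 12 to 24 h (median 1.16).

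A low quality of the array 12 h replicate 2, on which the spiked hybridization controls were low, is argued against as the whole cause, since 4605 of the 6944 probe sets called at 12 h were called in the same direction without it. Time of day is a possible explanation, because no unstressed roots from 12 h were analysed here and roots at 24 h share the hour of those at 0 h. The slope of the 24 h change on the 12 h change was 0.338 over probe sets called at 12 h, each with its own 0 h array, and 0.376 with the 0 h arrays exchanged. Beforehand a slope under 0.25 was set as what time of day alone would give and one over 0.5 as what a lasting effect of stress would give. Time of day and the length of stress cannot be told apart here, and a response to stress that peaks at 12 h stays open as the biological explanation.

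The list of jasmonate synthesis genes was lower at 0.5 h (adjusted p = 8.48e-05 from limma's camera) and higher at 6 h (adjusted p = 4e-05), though with an estimated correlation both changes were lost (adjusted p = 0.573 and 0.564). Of its 17 lipoxygenase probe sets 1 was lower and 0 higher at 0.5 h (median -0.24), and 10 were higher and 0 lower at 6 h (median 1.17), whereas of its 8 of allene oxide synthases and cyclases 4 were lower and 0 higher at 0.5 h (median -0.82), and 1 was higher and 1 lower at 6 h (median 0.06). The direct comparison gave a median rise of 1.11 on the log2 scale from 0.5 to 6 h over the 25 probe sets, of which 16 rose and 0 fell by limma. It was made because the list had been seen low at 0.5 h and high at 6 h, and is no separate support for either change.

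The spiked poly-A controls, which the paper does not report on, had a mean log2 value of 5.95 at 0 h and 8.54 at 3 h, a difference of 2.59, with 7.04 at 0.5 h, 8.27 at 1 h, 5.94 at 6 h, 6.8 at 12 h and 6.1 at 24 h. The 18S ribosomal RNA probe set, at 8.54 and 8.04 on the arrays at 0 h, lay at 10.01 and 10.54 at 3 h and at 11.24 and 11.08 at 6 h. The cause of these differences, and whether they bear on the changes of genes at 3 and 6 h, was not tested.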

How the results depend on the processing

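The combinations of the methods' t-test with Storey's q value and the fit without both arrays of low spiked controls were chosen only after the results were seen. Counts follow the order 0.5, 1, 3, 6, 12 and 24 h where several are given. The methods' t-test with Benjamini-Hochberg adjustment on log2 values called 0, 0, 2, 977, 6 and 0 probe sets (982 at any time, 0 in the same direction at 3, 6, 12 and 24 h), with 53.8% of calls lower and 53% of those over 2-fold. On linear values it called 0, 0, 1, 1300, 6 and 0 (1304 at any time, 0 at all 4 times), with 52.6 and 51.3% lower. At an unadjusted p under 0.05 the fit pooled over all arrays gave 2041 higher and 2690 lower at 0.5 h, 1028 and 1412 at 1 h and 1993 and 6100 at 24 h. limma on the 4 arrays compared called 292 at 0.5 h, 0 at 1 h, 9101 at 6 h and 4100 at 12 h. With Storey's q value there were 2627 calls at 0.5 h and 2829 probe sets over the time course. At an adjusted p under 0.05 there were 377, 12, 1077, 2815, 3571 and 3755 calls, 7609 at any time and 48 at all 4 times, and at 0.01 there were 4433 over the time course. The share of lower calls was 51.9% with quantile normalization and 46.5% with median centring, which also gave 58.3% over 2-fold and a K-means adjusted Rand index of 0.411. Without the filter there were 964 calls at 0.5 h, 91 at 1 h and 832 probe sets over the time course. A pseudocount of 32 gave 306 calls at 1 h, the replicate number as a block 59 (19 higher and 40 lower), and a spline with 3 degrees of freedom 956 probe sets. The methods' t-test with Storey's q value called 0 at 0.5 h, 0 at 1 h, 548 at 12 h, 4709 at 24 h and 29 at all 4 times, and on the 23741 probe sets of highest mean 3, 0, 1648, 4497 and 61. Without both arrays of low spiked controls 981 were called at 0.5 h, 7279 at 3 h and 394 at all 4 times.

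Leaving out 1 array at a time, with a lone array of a time point assumed to vary like the other groups, gave 331 (without 0 h replicate 2) to 2404 (without 12 h replicate 1) calls at 0.5 h, 15 (0 h replicate 2) to 215 (12 h replicate 2) at 1 h, 914 (3 h replicate 2) to 6463 (12 h replicate 1) at 3 h, 2303 (6 h replicate 2) to 6841 (12 h replicate 1) at 6 h, 3969 (0 h replicate 2) to 7268 (0.5 h replicate 2) at 12 h and 4273 (0 h replicate 1) to 8464 (12 h replicate 1) at 24 h. At any time it gave 8122 (0 h replicate 1) to 16952 (12 h replicate 1), at all 4 times 84 (3 h replicate 1) to 354 (12 h replicate 2), over the time course 550 (24 h replicate 1) to 1345 (0.5 h replicate 1), a share of lower calls of 64.9% (0 h replicate 2) to 72.5% (0 h replicate 1), of those over 2-fold 65.2 to 75.9% for the same arrays, and a Rand index of 0.495 (12 h replicate 1) to 0.58 (1 h replicate 2).

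Of 245 calls of named probe sets, 179 were kept under each alternative other than tests on only the 4 arrays compared and the removal of single arrays, 147 without each array and 10 under all. None was reversed. The t-test kept 16 on log2 and 23 on linear values, quantile normalization 235, median centring 234 and the replicate block 233. Of 56 shifts of gene lists, 0 were kept with an estimated correlation (adjusted p from 0.333 to 0.826), 29 without each array, 48 with quantile normalization, 53 with median centring, 49 without the filter, 45 with unique probe sets only and 55 with the replicate block.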

Differences from the paper's values

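All values of the combination of the methods' t-test with Storey's q value are from settings chosen only after the results were seen. The other alternatives were set before the data were examined. Counts are at the paper's limits of p and q, with Benjamini-Hochberg adjusted p in place of q unless Storey's q value is named, and on 28567 probe sets where the paper tested 23741.

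The paper gives 7088 probe sets called at any time, against 15109 here. An adjusted p under 0.05 (7609) and leaving out 0 h replicate 1 (8122) or 0 h replicate 2 (8360) bring the count within 1.5 times of the paper's, and no other alternative set beforehand does. The paper's 3307 higher and 5720 lower compare with 6081 and 11216 here. For the higher group an adjusted p under 0.05 (2565), unique probe sets only (4806) and leaving out 0 h replicate 1 (2684), 0 h replicate 2 (3262), 6 h replicate 1 (4426) or 6 h replicate 2 (4332) come within 1.5 times, and for the lower group an adjusted p under 0.05 (5682), median centring (8083) and leaving out 0 h replicate 1 (6048) or replicate 2 (5687), and the others set beforehand do not. The methods' t-test with Storey's q value, chosen after seeing the values, gives 11511 at any time, 4928 higher and 8183 lower, of which the groups but not the total come within 1.5 times, and it drops 0 of the 980 tested probe sets listed as higher at 3 h in the copy of Additional file 2 used here and 0 of the 1005 listed at 6 h. On the 23741 probe sets of highest mean, also chosen after seeing the values, it gives 10631, 4580 and 7719, all within 1.5 times, and does not test 19 and 23 of these listed probe sets. The fit pooled over all arrays called 536 and 652 of them higher.

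At 3 h the paper has 2851 probe sets, against 4849 here. Quantile normalization (3667), median centring (3811), no filter (3451), unique probe sets only (4133) and leaving out 6 h replicate 1 (3638) or replicate 2 (3632) come within 1.5 times, and the others set beforehand do not. At 6 h the paper has 3127, against 5922. An adjusted p under 0.05 (2815), unique probe sets only (4610), leaving out 0 h replicate 1 (1145 higher and 1656 lower) or replicate 2 (3338), and leaving out 6 h replicate 1 (2733) or replicate 2 (2303) come within 1.5 times, and the others set beforehand do not. At 12 h the paper has 2881, against 6944. limma on the 4 arrays compared (4100), an adjusted p under 0.05 (3571) and leaving out 0 h replicate 1 (4142) or replicate 2 (3969) come within 1.5 times, and the others set beforehand do not. At 24 h the paper has 2938, against 7327. An adjusted p under 0.05 (3755) and leaving out 0 h replicate 1 (4273) or replicate 2 (4281) come within 1.5 times, and the others set beforehand do not. The paper's highest share of 9.01% compares with 19.6% here. An adjusted p under 0.05 (10.8%), no filter (13.4%) and leaving out 0 h replicate 1 (12%) or replicate 2 (11.3%) come within 1.5 times, and the others set beforehand do not, while the t-test with Storey's q value, chosen after seeing the values, gives 12.4%.

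At 0.5 h the paper has about 3 in Fig. 2, read by eye, against 1582 here, and no alternative set beforehand comes within 1.5 times. The t-test with Storey's q value on 23741 probe sets, chosen after seeing the values, gives 3. At 1 h the paper has about 0 in Fig. 2, read by eye, against 158 here. The t-test on log2 values, the t-test on linear values and limma on the 4 arrays compared give 0, and the others set beforehand do not. The t-test with Storey's q value, chosen after seeing the values, gives 0 as well, also on 23741 probe sets. At an unadjusted p under 0.05 the counts are 1028 higher and 1412 lower at 1 h.

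The paper has 2 probe sets higher and 31 lower at all of 3, 6, 12 and 24 h, against 42 and 218 here. For the higher group no alternative set beforehand comes within 1.5 times, and for the lower group an adjusted p under 0.05 (40) does and the others set beforehand do not. The t-test with Storey's q value, chosen after seeing the values, gives 0 higher and 29 lower, and on 23741 probe sets 6 and 55. The paper's lowest share lower at 1 time only, 45.24%, compares with 25.9% here. The t-test on linear values (50%), an adjusted p under 0.05 (32.7%), median centring (30.5%) and leaving out 0 h replicate 1 (31.3%) or replicate 2 (32%) come within 1.5 times, and the others set beforehand do not.

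The paper states that the number of changed probe sets is highest at 6 h and then falls, that higher calls dip and lower calls peak at 6 h, and that almost nothing changes before 3 h. Here the number rose from 4849 at 3 h to 7327 at 24 h, higher calls were most numerous at 6 h (2477) and lower calls at 24 h (5594), and 1582 probe sets were called at 0.5 h. The times of these peaks depend on the scaling. Higher calls were most numerous at 12 h with quantile normalization (4230, against 2840 at 6 h) and median centring (4421, against 3201), and the sum of higher and lower calls was then also largest at 12 h (4230 and 3814, and 4421 and 3720, against 3466 and 4226, and 3903 and 3612, at 24 h). They depend on the test as well. As the paper states for the total, calls were most numerous at 6 h by the methods' t-test (977 on log2 and 1300 on linear values), by limma on the 4 arrays compared (9101, against 4100 at 12 h and 6533 at 24 h) and by the t-test with Storey's q value, chosen after seeing the values (6371, against 5194 at 3 h, 548 at 12 h and 4709 at 24 h). Without 0 h replicate 1 or 2, 563 and 331 were called at 0.5 h. The paper states that GRF genes rise from 0.5 h and that 14-3-3 genes rise early. Here 0 of 3 GRF probe sets were called by limma at 0.5, 1 and 3 h and 3 of 3 were higher at 6 h, and the tables of the study describe these 3 as growth-regulating factors. At an unadjusted p under 0.05 0 were higher and 2 lower at 0.5 h, and the methods' t-test called 0. With Benjamini-Hochberg adjustment that t-test called 0 of all probe sets tested at 0.5 and 1 h and 2 at 3 h, so it cannot decide at these times. Of 14 probe sets with 14-3-3 symbols 0 were higher at any time, unadjusted and by that t-test too, which called 1 lower at 6 h, and of the 3 in Additional file 7 0 were called, with 1 higher at 3 h unadjusted. The paper states that cell wall modification falls at 12 h, where 6 of 17 probe sets chosen by symbol rose and the other 11 did not pass the test, and 10 of the 22 of the study's descriptions were higher and 7 lower. From 6 to 12 h 2 rose and 3 fell (median -0.26) of the 17, and 6 rose and 8 fell (median -0.23) of the 22. It states that AP2-EREBP and C2C2 factors, C2C2-CO-like ones among them, fall at 12 h, from a MapMan image. The families counted here are another set, from Additional file 7, which lists probe sets for a rise at 0.5, 1, 3 or 6 h. Of the C2C2 factors only GATA and Dof probe sets are given. In the AP2/ERF list chosen by gene symbol, some probe sets were lower at 12 h and none higher, a shift that did not pass the test. Here 4 of 14 AP2-EREBP probe sets were lower and 1 higher, with a median of -0.01 that turned to 0.16 under quantile normalization, 2 of 3 C2C2-GATA probe sets were lower and 1 higher (median -0.61), and 0 of 4 C2C2-Dof probe sets were called. From 6 to 12 h, compared directly, 10 of 14 AP2-EREBP (median -1.10), 3 of 3 C2C2-GATA and 1 of 4 C2C2-Dof probe sets fell and none rose, as the paper states. It states that protein synthesis is induced after 12 h, where 2 of 16 probe sets were higher and 4 lower, although 8 rose and 5 fell between 6 and 12 h, and 6 rose and 2 fell between 12 and 24 h (median 0.31), when 4 were higher and 5 lower than at 0 h (median 0.13). These 16 are a category of the study's time course probe sets, whereas the paper's statement rests on a MapMan view that names plastidic proteins among those induced. It states that signalling genes rise at 3 h and fall after 12 h, and here 67 of 159 were higher at 3 h, and 100 fell and 15 rose between 3 and 12 h. Among microRNA probe sets, miR398 (0.37, adjusted p = 0.736) and miR1507a (-0.63, adjusted p = 0.222) were not called at 3 h, miR2108b was not called at 6 h (0.25), and miR168 (-0.42) and miR2108a (-1.47) were not called at 0.5 h, while miR156a, lower from 3 h (-1.56) to 12 h (-1.71), rose from 12 to 24 h (1.26, adjusted p = 0.022), miR1507b was lower at 3 h (-0.72) and miR167c higher at 6 h (0.79), as the paper states.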

Other observations

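The test of an array quality shared by 0.5 h replicate 1 and 12 h replicate 2 was chosen only after the result was seen.

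The methods' t-test called 0 probe sets at 0.5 and 1 h. The fit pooled over all arrays called 1582 at 0.5 h and 158 at 1 h. This was the outcome set beforehand for a t-test short of power with 2 arrays per group. False calls of the pooled fit would give it too, so it cannot decide. With 2 arrays per group as well, the same t-test called 977 at 6 h. With Storey's q value, chosen after seeing the values, it called many at 3 and 6 h and 0 at 0.5 and 1 h. Power also depends on the size of the changes and on the spread. The median SD between replicates was 0.187 at 0.5 h and 0.172 at 1 h, against 0.14 at 3 h and 0.11 at 6 h. These counts thus cannot tell a lack of power at 0.5 and 1 h from a lack of changes. limma on only the arrays compared called 292 at 0.5 h and 0 at 1 h. The calls at 0.5 h could also come from a quality of 0.5 h replicate 1, the array with low spiked hybridization controls, that 12 h replicate 2 shares. Of the probe sets called at 0.5 h, 59% differ between the arrays at 12 h in the direction of their 0.5 h change, against 55.6% of all probe sets tested, a difference too small to decide. Without 0.5 h replicate 1, 495 probe sets were called at 0.5 h and 387 of the 1582 kept their call, and 658 kept it without both low arrays. Without 0 h replicate 1 there were 563 calls at 0.5 h and 74 at 1 h, and without 0 h replicate 2 there were 331 and 15. Calls at 0.5 h without 6 h replicate 1 or 2 numbered 1040 and 1039, and without 12 h replicate 1 or 2 they numbered 2404 and 2403. At 1 h there were 96 and 25 without replicate 1 and 2 of that time, 72 without either array at 3 h, and 48 and 55 without 6 h replicate 1 and 2. A fast response of some genes, WRKY factors among them, stays open as the biological explanation, as does the array.

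Lower calls outnumbered higher calls on the deposited scale (68.4% of calls at 3, 6, 12 and 24 h). Scaling may account for this excess, since the share was 51.9% after quantile normalization and 46.5% with each array centred on its median. For changes of over 2-fold scaling is argued against as the whole cause, since lower calls stayed at 63.3 and 58.3%. Both scalings assume that most genes do not change, so a true fall of many genes at once, as under stress, stays open for the smaller changes. The authors adjusted the arrays of a time point to each other, which leaves differences between times to the scaling of 1 array per time.

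Some gene groups that the paper does not discuss, or discusses only within a wider category such as disease and defence, moved, all by limma. GASA peptides, small proteins under gibberellin control, had 4 of 13 probe sets lower and none higher at 0.5 h (0 higher and 8 lower when adjusted over the list alone, median -0.86, adjusted p = 3.51e-06, and 0.333 with an estimated correlation) and 5 higher and 1 lower at 6 h (median 0.55). Alternative oxidases, which bypass part of the respiratory chain, had 4 of 6 lower and none higher at 12 h (0 higher and 5 lower when adjusted over the list alone, median -1.62, adjusted p = 0.000578, and 0.352 with an estimated correlation). Of 34 cytochrome P450 probe sets 16 were higher and 4 lower at 6 h (17 higher and 4 lower when adjusted over the list alone, median 0.84, adjusted p = 0.00043, and 0.36 with an estimated correlation). Pathogenesis-related proteins and protease inhibitors had 5 of 24 higher and none lower at 3 h (5 higher and 0 lower when adjusted over the list alone, median 0.56, adjusted p = 3.74e-06, and 0.564 with an estimated correlation). Of 8 sieve element occlusion probe sets 3 were higher and none lower at 24 h (4 higher and 0 lower when adjusted over the list alone, median 0.46, adjusted p = 0.00597, and 0.564 with an estimated correlation), a shift lost without 0 h replicate 1.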
